# Genome-wide analysis links emerin to neuromuscular junction activity in *Caenorhabditis elegans*

**DOI:** 10.1186/gb-2014-15-2-r21

**Published:** 2014-02-03

**Authors:** Cristina González-Aguilera, Kohta Ikegami, Cristina Ayuso, Alberto de Luis, María Íñiguez, Juan Cabello, Jason D Lieb, Peter Askjaer

## Abstract

**Background:**

Laminopathies are diseases characterized by defects in nuclear envelope structure. A well-known example is Emery-Dreifuss muscular dystrophy, which is caused by mutations in the human lamin A/C and emerin genes. While most nuclear envelope proteins are ubiquitously expressed, laminopathies often affect only a subset of tissues. The molecular mechanisms underlying these tissue-specific manifestations remain elusive. We hypothesize that different functional subclasses of genes might be differentially affected by defects in specific nuclear envelope components.

**Results:**

Here we determine genome-wide DNA association profiles of two nuclear envelope components, lamin/LMN-1 and emerin/EMR-1 in adult *Caenorhabditis elegans*. Although both proteins bind to transcriptionally inactive regions of the genome, EMR-1 is enriched at genes involved in muscle and neuronal function. Deletion of either EMR-1 or LEM-2, another integral envelope protein, causes local changes in nuclear architecture as evidenced by altered association between DNA and LMN-1. Transcriptome analyses reveal that EMR-1 and LEM-2 are associated with gene repression, particularly of genes implicated in muscle and nervous system function. We demonstrate that *emr-1*, but not *lem-2*, mutants are sensitive to the cholinesterase inhibitor aldicarb, indicating altered activity at neuromuscular junctions.

**Conclusions:**

We identify a class of elements that bind EMR-1 but do not associate with LMN-1, and these are enriched for muscle and neuronal genes. Our data support a redundant function of EMR-1 and LEM-2 in chromatin anchoring to the nuclear envelope and gene repression. We demonstrate a specific role of EMR-1 in neuromuscular junction activity that may contribute to Emery-Dreifuss muscular dystrophy in humans.

## Background

The nuclear envelope (NE) is an essential structure conserved in all eukaryotes that separates the nucleus from the cytoplasm [1]. It is characterized by the presence of two concentric lipid membranes, the outer nuclear membrane (ONM), which is continuous with the endoplasmic reticulum, and the inner nuclear membrane (INM). The two membranes are fused where large nuclear pore complexes create transport channels to control trafficking of molecules between the nucleus and the cytoplasm. Numerous membrane proteins are integrated in the membrane bilayer. In the ONM, membrane proteins interact with microtubules, actin filaments and other cytoplasmic components. In the INM of higher eukaryotes, membrane proteins interact with the nuclear lamina, a protein meshwork of intermediate filaments that serves as a scaffold to maintain the morphology of the nucleus. INM and nuclear lamina proteins also interact with chromatin [2].

The NE is an important player in a number of cellular functions, including maintenance of structural integrity of the nucleus, chromatin organization, transcriptional regulation, DNA replication, cell-cycle control, differentiation, nuclear migration, and apoptosis [1,3-5]. Reflecting these many functions, mutations in NE components have been associated with numerous human diseases. In particular, a predominant group of diseases linked to alterations in the NE is caused by mutations in genes encoding the nuclear lamins (*LMNA*, *LMNB1* and *LMNB2* in humans) and is referred to as laminopathies. Laminopathies include diverse pathologies, such as muscular dystrophies, cardiomyopathies, bone disorders, neurological diseases, lipodystrophies and premature aging [5,6]. Laminopathy mutations have also been identified in several genes encoding ONM and INM proteins. Emery-Dreifuss muscular dystrophy (EDMD) was initially linked to mutations in the *EMD* gene, which encodes the INM protein emerin [7], but can also be caused by mutations in *LMNA* and NE genes *SYNE1*, *SYNE2* and *TMEM43*[6]. EDMD develops during childhood and manifests as degenerative muscle atrophy with cardiac defects [6]. Although clinical investigations focus on muscle abnormalities in EDMD patients, mice lacking emerin were found to display minimal muscle dysfunction but diminished motor coordination [8], suggesting that emerin could have additional functions apart from regulation of muscle formation and integrity. Interestingly, differences between humans and mice in relative expression levels of emerin and lamina-associated polypeptide 1 (LAP1) were recently proposed to explain the absence of muscle dystrophy in emerin mutant mice [9]. Since most NE genes are expressed ubiquitously, a main challenge is to understand how laminopathy mutations result in tissue-specific phenotypes [5,6]. One proposed hypothesis argues that an alteration of the integrity of the NE - for example, by affecting the nuclear lamina or the connection of the NE with the cytoskeleton - could lead to a structural weakness and a decrease in the ability of the nucleus to resist mechanical stress [10-12]. This could be of special relevance in muscle and skeletal disorders. However, symptoms affecting others tissues, such as the nervous system, cannot be explained simply by mechanical problems. Instead, several studies indicate that the NE contributes to chromatin organization by direct interaction with chromatin factors. For instance, the INM LEM-domain-containing proteins (*L*AP2, *e*merin and *M*AN1) interact with the chromatin binding protein BAF (also known as BANF1), histone deacetylases as well as with the nuclear lamins [2,13,14]. The nuclear lamins also interact with chromatin remodelers involved in heterochromatin formation, such as heterochromatin protein HP1 or the NURD complex [15].

Analyses of different organisms and cell types have shown that the NE is mainly associated with heterochromatin and silenced DNA [16-19]. Consistent with this, alterations in the distribution of heterochromatin marks, such as histone H3 lysine 9 methylation (H3K9me) and H3K27me, have been observed in murine and human myoblast cells harboring mutations in the *LMNA* gene [20,21]. Mutations in NE proteins can also lead to a reduction of transcription of muscle differentiation genes [22]. Although this reduction could at least partially be due to the role of NE components in heterochromatin formation, it has also been proposed that INM proteins can sequester transcription factors to the nuclear periphery and impede their binding to target genes. For example, in humans and mice, emerin physically interacts with lmo7 and β-catenin, two transcription factors involved in muscle differentiation [23,24], whereas in humans LEMD3/MAN1 tethers Smads to the NE, thereby affecting connective tissue differentiation [25-27].

While the importance of the NE as a regulator of nuclear architecture and gene expression is becoming increasingly evident, the molecular mechanisms underlying this remain elusive. In particular, the contributions of individual NE proteins to tissue-specific functions are not well understood. Characterization of the chromatin domains that interact with the NE is required to decipher how the NE contributes to nuclear organization. Until now, most experiments have focused on cultured cells, whereas few studies have been performed on cells within intact organisms. We therefore decided to analyze the DNA associated with two components of the NE, lamin/LMN-1 and emerin/EMR-1, in whole adult *Caenorhabditis elegans*. Due to its amenability to genetic manipulations, *C. elegans* is particularly suitable to genomic analyses across several genotypes and developmental stages [28]. Our results show that both LMN-1 and EMR-1 are associated with lowly expressed genes. As expected, similar DNA profiles were observed for the two proteins, but we also identified elements bound by only one of the two. ‘EMR-1 only’ elements were enriched for muscle and neuronal genes, which became accessible to LMN-1 association when *emr-1* was deleted. Furthermore, we observed that EMR-1 acts redundantly with another LEM domain containing protein, LEM-2, to repress transcription, consistent with their functional redundancy during mitosis [29], development and myogenesis [30], and signaling [31]. Finally, we demonstrate that EMR-1, but not LEM-2, is required for proper neuromuscular junction activity. Together, this study demonstrates the importance of EMR-1 in the control of chromatin organization and gene expression of muscle and neuronal genes, thereby providing clues as to how defects in INM protein function can have tissue-specific consequences.

## Results

### Identification of chromatin anchored to LMN-1 and EMR-1 by DamID

To investigate the specific role that different components of the NE play in the control of chromatin organization and gene expression, we generated genome-wide interaction maps of the sole *C. elegans* nuclear lamina protein, lamin/LMN-1, and the inner nuclear membrane protein emerin/EMR-1, in adult *C. elegans* nematodes using DamID [32]. This technique is based on the *in vivo* expression of chimeras of the *Escherichia coli* DNA adenine methyltransferase (Dam) and a chromatin-interacting protein. Upon interaction of the Dam-fused protein with chromatin, adenines in the vicinity are methylated. These DNA regions are subsequently identified by microarray analysis or high-throughput sequencing. DamID has been successfully used in many organisms and has been demonstrated to reliably identify NE-associated sequences [17,19]. To minimize experimental variation, we created *C. elegans* strains containing single copy insertions of the chimeric transgenes in chromosome II (Figure S1A in Additional file 1; Materials and methods). We used the promoter of the heat shock-inducible gene *hsp-16.41*, and due to the requirement for only trace expression levels of the chimeric protein, performed the DamID experiments without induction [19]. Without heat shock, transgene expression is undetectable by immunofluorescence or western blot analyses: however, after heat shock, the nuclear peripheral localization of chimeric proteins was readily observed (Figure S1B, C in Additional file 1). We also generated a control strain expressing GFP::Dam (which freely diffuses throughout the nucleus; Figure S1D in Additional file 1) to normalize for local chromatin accessibility [19]. Under normal growth conditions, nematodes containing chimeric proteins were fertile and indistinguishable from wild-type (Bristol N2) animals. We conclude that the Dam-fusion proteins mimic the localization of their endogenous counterparts and their presence did not produce any apparent deleterious effects.

To investigate nuclear organization in differentiated cells we performed DamID on young adults. Thus, the DamID signals we describe in the sections below represent the mixture of cell types of which the nematode is composed. We isolated adenine-methylated DNA from three biological replicates for each strain (Dam::LMN-1, Dam::EMR-1 and GFP::Dam) and analyzed it on *C. elegans* whole-genome high-density tiling microarrays. We normalized the DamID signals using MA2C [33] (Materials and methods) and then all MA2C data were quantile normalized to facilitate comparison between strains. The replicas were highly correlated (Pearson correlation between replicates ranging from 0.88 to 0.98; Figure S2A in Additional file 1) and genomic profiles of LMN-1 and EMR-1 association were constructed by averaging the three replicates.

### Maps of LMN-1 and EMR-1 reveal global similarities and association with silent DNA

The genome-wide profiles of Dam::LMN-1 and Dam::EMR-1 signals were very similar to each other (Pearson correlation of 0.88; Figure 1A). Both LMN-1 and EMR-1 associate preferentially with autosomal arms within 4 to 7 Mb of the telomeres. In contrast, the central part of the autosomes was largely devoid of LMN-1 and EMR-1 association (Figure 1B; Figure S3A in Additional file 1). Interestingly, the X chromosome showed a different pattern since interaction was mainly observed at the left end of the chromosome whereas only weak association was seen at the right arm. These patterns were similar to those of INM proteins LEM-2 [18] and LMN-1 [34] reported in embryos. Thus, the organization of autosomes within the nucleus is fundamentally different from that of the X chromosome in *C. elegans*.

**Figure 1:**
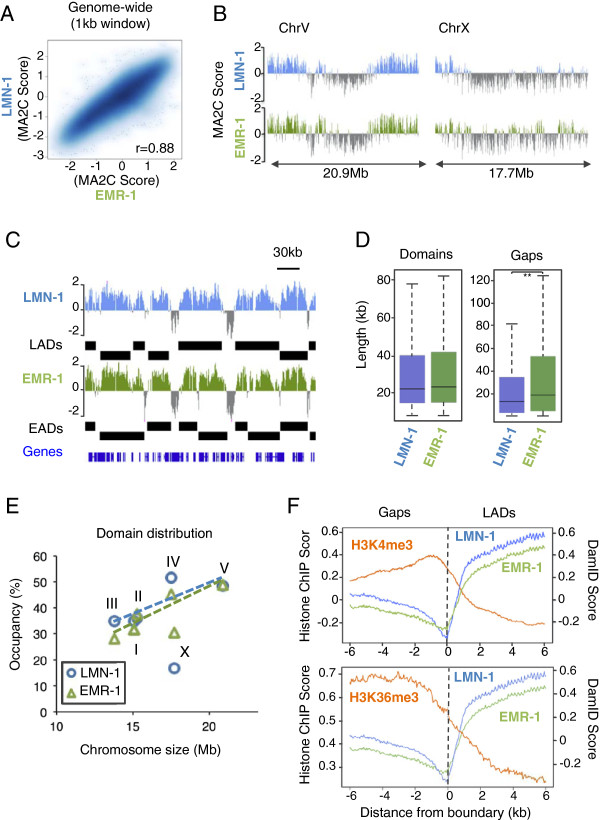
**LMN-1 and EMR-1 have overlapping DNA association profiles devoid of active chromatin marks. (A)** Genome-wide correlation plot of LMN-1 and EMR-1 occupancy. The correlation coefficient (r) is at the lower right corner. **(B)** Regions enriched for Dam::LMN-1 and Dam::EMR-1 in chromosomes V and X. For each track, the average MA2C score probe signal of three independent biological replicates is plotted. Other chromosomes are shown in Figure S3 in Additional file 1. **(C)** Representative region enriched for LMN-1 (MA2C score; blue) and EMR-1 (MA2C score; green) association. Positions of annotated genes are indicated below. LMN-1 and EMR-1-associated domains (LADs and EADs, respectively; black bars) were defined by a sliding window algorithm. **(D)** Sizes of LADs, EADs and regions between domains (Gaps). Bottom and top of boxes indicate the 25^th^ and 75^th^ percentiles, respectively, and lines in the boxes indicate medians. Whiskers indicate the lowest or the highest data point within 1.5× interquartile range from the box. Probability value from Wilcoxon rank sum test is indicated: **P < 10^-4^. **(E)** Relationship between chromosome size and LMN-1 or EMR-1 relative occupancy (sum of DamID domains divided by chromosome size). Linear regression lines for LMN-1 (blue; r = 0.82) and EMR-1 (green; r = 0.93) occupancy on autosomes are indicated. **(F)** Average H3K4me3 and H3K36me3 profiles at EAD boundaries. Chromatin immunoprecipitation (ChIP)-chip probe signal scores for indicated histone modifications are plotted. For comparison, averages of LMN-1 and EMR-1 DamID MA2C score are also shown.

To precisely define LMN-1-associated domains (LADs) and EMR-1-associated domains (EADs), we converted positive and negative DamID scores to +1 and -1, respectively, and used a window-based method to identify DNA regions continuously associated with LMN-1 or EMR-1 [18] (Materials and methods). Using a false discovery rate <5%, we identified 1,021 LADs and 1,106 EADs, each of which covers 37.5% and 37.8% of the genome, respectively (Figure 1C; Table S1 in Additional file 2). The size of LADs and EADs ranged from 8 to 300 kb with a median size of 22.7 kb and 23.9 kb for LMN-1 and EMR-1, respectively (Figure 1D). A large proportion of LADs and EADs was overlapped: 89% of DNA in LADs was also associated with EMR-1. LADs and EADs at the chromosome arms were separated by non-associated regions ('gaps'), which have a median size of 13.5 kb and 19.2 kb for LMN-1 and EMR-1, respectively (Figure 1D). It is important to note that genomic features, such as open reading frames, promoters and intergenic regions are found in both domains and gaps (Figure 1C).

Like LEM-2-associated regions [18], the fraction of DNA regions occupied by LMN-1 or EMR-1 in autosomes was positively correlated with the size of the autosomes (Figure 1E). In addition, we observed an equal or higher proportion of each autosome bound by LMN-1 than EMR-1. In contrast, the X chromosome showed a lower association with LMN-1 compared to EMR-1, suggesting that EMR-1 might play a distinct role in anchoring the X chromosome to the NE (Figure 1E; see below).

Previous studies in *C. elegans* embryos and other organisms have shown that the chromatin regions associated with the NE are marked predominantly by histone modifications characteristic of heterochromatin and are transcriptionally silent [17-19]. To investigate if this distribution is maintained in adult nematodes, we analyzed the levels of H3K4me3 and H3K36me3, both associated with transcriptional activity [35], in LADs and EADs. Sliding window analyses across EMR-1 domain boundaries showed that both LADs and EADs have lower H3K4me3 and H3K36me3 levels, and instead, gaps have higher levels of these two marks, suggesting that transcriptionally active chromatin is mainly localized in the nuclear interior in *C. elegans* adults (Figure 1F; Figure S3B in Additional file 1), as it is in embryos [18]. However, low H3K4me3 and H3K36me3 levels were not exclusively observed in LADs and EADs but also inside gaps, suggesting that not all chromatin away from the NE is transcriptionally active (Figure S3B in Additional file 1).

### Chromosome architecture is maintained during development

Given the apparent similarity of chromosome organization in *C. elegans* embryos and adults, we analyzed in more detail the pattern of chromosomal associations with the NE in these two developmental stages. First, we compared the embryonic chromatin association profile of LMN-1 obtained by DamID [34] with the one of LEM-2 generated by chromatin immunoprecipitation (ChIP)-chip/seq [18]. The highly similar profiles cross-validate the two techniques (Figure 2A). Second, we also noted that the global profiles observed by LMN-1 and EMR-1 DamID during adulthood were very similar (Figure 2B), suggesting that the two DamID fusion proteins reliably detect chromatin at the NE. Finally, we compared LMN-1 DamID profiles in embryos and adults. In general, the boundaries between LMN-1-associated arms and non-associated centers coincided well in the two developmental stages. In addition, the dynamic range of LMN-1 association at chromosome arms was very similar between the two developmental stages (Figure 2C, D). However, in adulthood we observed slightly more NE association in the arms of chromosome IV, and during early embryogenesis higher association in the arms of chromosomes I, II and III (Figure 2C, D).

**Figure 2:**
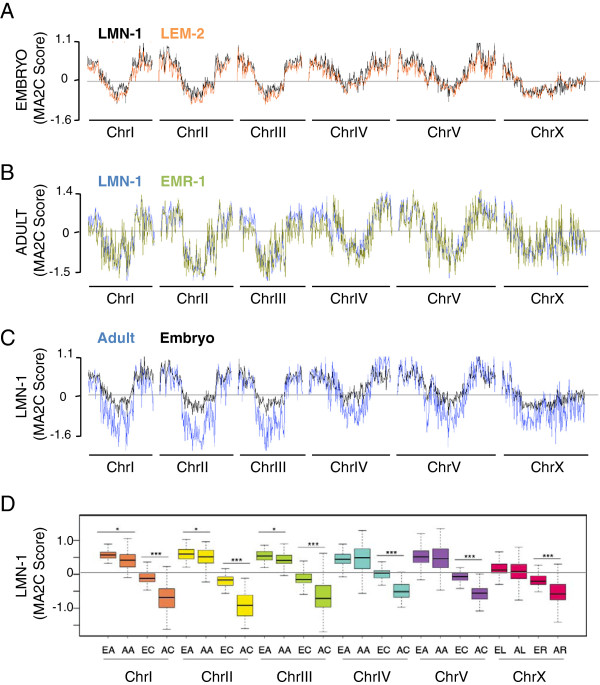
**Conservation of nuclear organization during development. (A, B)** Global association with chromatin is highly similar among NE proteins, both in embryos **(A)** for LMN-1 (black) and LEM-2 (orange) and during adulthood **(B)** for LMN-1 (blue) and EMR-1 (green). Embryonic LMN-1 DamID and LEM-2 ChIP MA2C scores were obtained from [34] and [18], respectively. **(C, D)** Representation of LMN-1 association as chromosomal profiles (**C**; embryos in black, adults in blue) and boxplot (**D**; as in Figure 1). **(D)** LMN-1 MA2C scores in embryos (E-) and adults (A-) averaged over chromosome arms (-A) and centers (-C), or, for the X chromosome, over the left (-L) and right (-R) portions. Probability values from Wilcoxon rank sum tests are indicated: *P < 0.05, ***P < 10^-11^. DamID signals at chromosome ends do not differ dramatically between the two developmental stages, whereas chromosome centers are devoid of LMN-1 interaction, particularly in adults. Probe scores were averaged in 100-kb windows for all panels.

Interestingly, we found a clear difference in the behavior of the central part of the chromosomes. In early embryos, LMN-1 MA2C scores for the central part of the chromosomes were close to zero, while in adult nematodes LMN-1 association with chromosome centers was significantly lower (Figure 2C, D). Taken together, these data suggest that during adulthood segregation of chromatin into NE-associated and NE-excluded domains is more pronounced, especially at the central region of the chromosomes, which seems to be excluded from the nuclear periphery in most cells.

### Local differences between LMN-1 and EMR-1 DNA association reveal a specific role of EMR-1 in the regulation of muscle and neuronal genes

Despite the global similarities between LADs and EADs, there were also differences in the DamID profiles during adulthood. Specifically, the DamID signal of LMN-1 was higher than that of EMR-1 on the left arm of chromosomes I and IV and on both arms of chromosome III within regions covering 400 kb (Figure 3A). To perform a more detailed analysis of the differences in the chromatin association of LMN-1 and EMR-1, we subtracted the MA2C values obtained with the two Dam fusion proteins and plotted the resulting values (Figure S4A in Additional file 1). This revealed that areas of preferential association with LMN-1 were strongly enriched at autosome arms and at the left end of the X chromosome. Most likely, anchoring of these regions to the NE is mediated primarily by direct interaction with LMN-1 or by association with NE proteins other than EMR-1.

**Figure 3:**
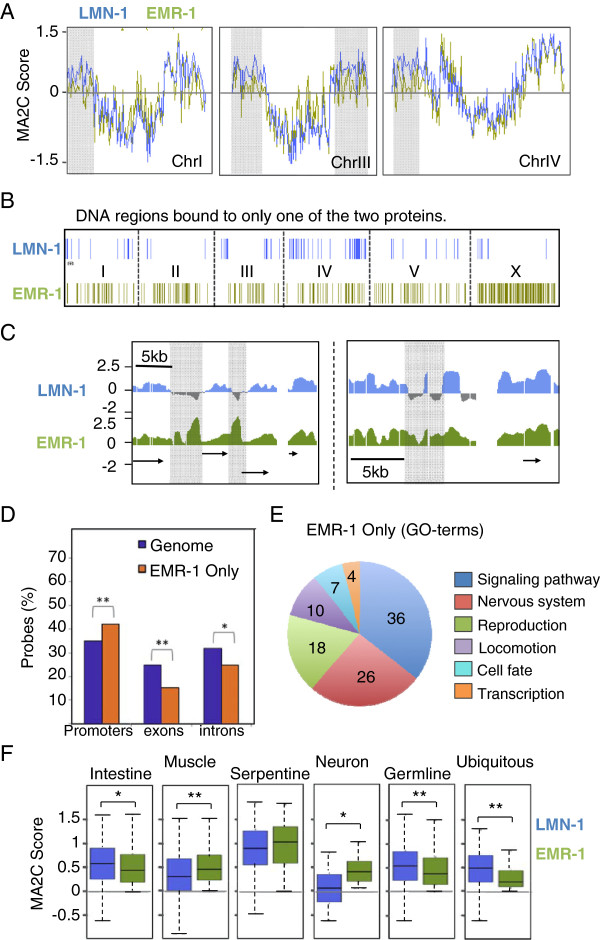
**EMR-1 associates with muscle and neuronal genes. (A)** Comparison of the regions enriched for LMN-1 and EMR-1 in chromosomes I, III and IV (100-kb window MA2C score). Grey boxes mark regions where LMN-1 associates more strongly than EMR-1. **(B)** Position of ‘LMN-1 only’ and ‘EMR-1 only’ elements as defined in Materials and methods. **(C)** Genome browser views of LMN-1 and EMR-1 occupancy in regions containing ‘EMR-1 only’ elements (grey boxes) at promoters (left panel) and in intergenic regions (right panel). **(D)** Distribution of ‘EMR-1 only’ probes in promoters, introns and exons relative to the genome. Probability values from one-sided binomial tests are indicated as in (B). **(E)** Gene Ontology (GO) analysis of genes included in ‘EMR only’ elements. GO terms with *P* < 0.05 were considered significant. Numbers in the pie chart indicate the number of genes in each category. **(F)** LMN-1 and EMR-1 occupancy for various gene sets defined by expression data. Number of genes: intestine (555), muscle (359), serpentine (325), neuron (14), germ line (618) and ubiquitous (174). Serpentine genes encode chemoreceptors expressed in a few neurons only. Boxplots (as in Figure 1) show the range of MA2C scores averaged over gene bodies. Probability values from Wilcoxon rank sum tests are indicated: *P < 0.05, **P < 10^-4^.

Although LMN-1 is ubiquitously expressed and physically interacts with EMR-1 [36], we also found elements associated exclusively with EMR-1 (Figure 3B, C). Contrary to LMN-1-enriched regions described above, these elements were more abundant close to the central part of the autosomes and on the X chromosome (Figure 3B; Figure S4 in Additional file 1). A systematic search identified 340 ‘EMR-1 only’ elements (Materials and methods) ranging from 339 bp to 3,328 bp and with a median size of 763 bp (Table S1 in Additional file 2). These elements were included in EADs and surrounded by LADs (Figure 3C; Figure S4B in Additional file 1). ‘EMR-1 only’ elements occurred significantly more often in promoters than expected, and occurred less often than expected in exons and introns (Figure 3C, D). Interestingly, Gene Ontology (GO) analyses of genes placed in or immediately downstream of EADs identified 29 GO categories, most of which were related to muscle and neuronal physiology, including signaling transduction at synapses (G-protein coupled receptor protein signaling pathway, *P* = 2.41e^-4^; synaptic transmission, *P* = 0.01; acetylcholine catabolic process, *P* = 0.04), behavior (behavior, *P* = 0.04), reproduction (reproductive process, *P* = 0.01) or locomotion (regulation of locomotion, *P* = 0.006) (Figure 3E; Table S5 in Additional file 3). Employing the same criteria used to defined ‘EMR-1 only’ elements, we identified 97 ‘LMN-1 only’ elements ranging from 406 bp to 2,097 bp and with a median size of 661 bp (Table S1 in Additional file 2). These ‘LMN-1 only’ elements were located almost exclusively in the large regions with high LMN-1/EMR-1 DamID ratios previously described (Figure 3B; Figure S4C in Additional file 1) and they were not enriched for genome features or GO term categories.

The identification of ‘EMR-1 only’ elements indicates that EMR-1 could have a predominant function in certain tissues. Indeed, we have observed that EMR-1 expression varies significantly between tissues (Figure S5 in Additional file 1). To further investigate whether LMN-1 and EMR-1 could play tissue-specific roles in chromatin organization, we analyzed LMN-1 and EMR-1 DamID scores of 6,954 genes that are expressed in a tissue-specific manner, as previously defined by others (Table S2 in Additional file 2; see Materials and methods for references). Of 6,954 genes, 4,909 (70.6%) were not anchored to the NE as reflected by the low MA2C values derived from DamID experiments performed in the whole animal (Figure S6A in Additional file 1). Importantly, in the 2,045 genes with a positive MA2C score (that is, anchored to the NE in most cells of the nematode), we observed significantly more association of intestinal, germline, and ubiquitous genes with LMN-1 than with EMR-1 (Figure 3F). In contrast, muscle and neuronal genes were associated with EMR-1 to a higher degree than they were with LMN-1 (Figure 3F; Figure S6B in Additional file 1), which is consistent with the GO analysis of ‘EMR-1 only’ elements. Our data thus suggest that EMR-1 is specifically involved in gene regulation in muscle and neurons.

### Lack of EMR-1 or LEM-2 produces local changes in nuclear organization

The unexpected finding of ‘EMR-1 only’ elements led us to speculate how they can be established. We imagine three scenarios for their formation: (1) EMR-1 is not only restricted to the NE but can diffuse into the nuclear interior; (2) EMR-1 localizes to patches of the NE devoid of LMN-1; or (3) EMR-1 is recruiting proteins to these DNA elements that inhibit access of LMN-1.

We consider the first possibility unlikely because EMR-1, a transmembrane domain-containing protein, had never been visualized in the nuclear interior [37,38]. Although NE accumulation of EMR-1 is LMN-1-dependent [36], we cannot rule out the second possibility since biochemical purification of emerin from human HeLa cells identified protein complexes that lack lamins [39]. Moreover, small LMN-1-free patches of the NE involved in anchoring of ‘EMR-1 only’ elements would typically be undetectable at the resolution of light microscopy. To clarify whether EMR-1 could recruit additional factors to the ‘EMR-1 only’ elements, thereby sterically inhibiting Dam::LMN-1 access, we expressed Dam::LMN-1 in mutants homozygous for the *emr-1* null allele *gk119*[30]. If this hypothesis is true, in the absence of EMR-1, these elements should be able to interact with LMN-1. Based on the redundancy between EMR-1 and LEM-2 during embryogenesis [29] we also included the *lem-2*(*tm1582*) allele in our studies. Consistent with the absence of obvious growth phenotypes, mutations of *emr-1* or *lem-2* did not produce large-scale changes in LMN-1 distribution (Pearson correlation of 0.94 and 0.89 between wild type and *emr-1* and *lem-2* mutants, respectively; Figure 4A; Figure S7 in Additional file 1). However, in nematodes lacking EMR-1 or LEM-2, the ability of LMN-1 to interact with chromatin was mildly but significantly reduced, as can be seen by the lower MA2C score observed for LADs in these mutants (Figure 4B). In contrast, in both mutants, LMN-1 was localized more strongly to areas that were designated as ‘EMR-1 only’ in wild-type nematodes (Figure 4B, C). This effect was specific for ‘EMR-1 only’ elements since ‘LMN-1 only’ elements behaved like the rest of the LADs, with a mild and general decrease in association with the NE (Figure 4B). These data support the idea that EMR-1 (and LEM-2) could recruit transcription or chromatin remodeling factors that inhibit LMN-1 association with a subset of ‘EMR-1 only’ genomic locations.

**Figure 4:**
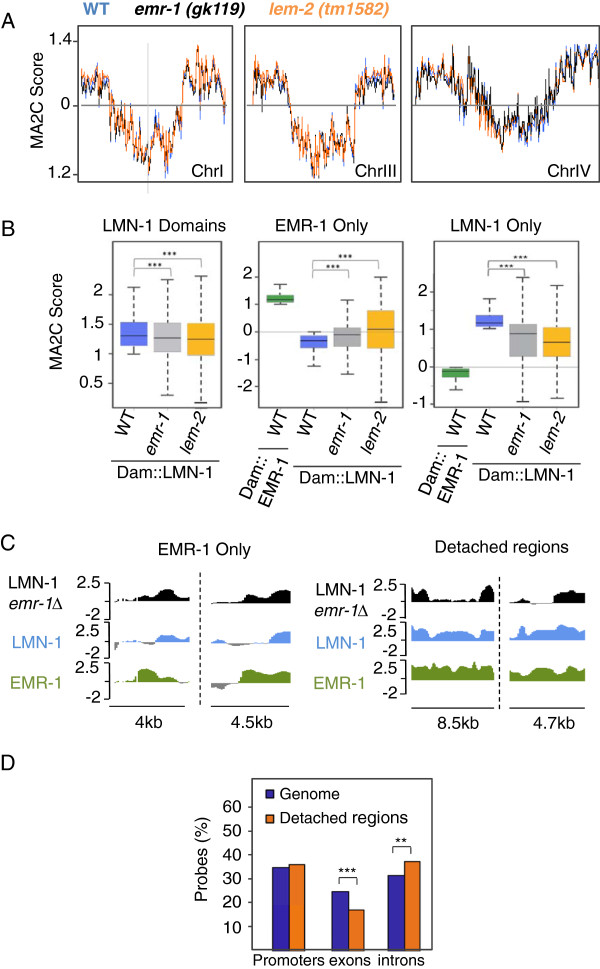
**Mutations in *emr-1 *or *lem-2 *produce local changes in nuclear organization. (A)** Comparison of the regions enriched for Dam::LMN-1 signals in chromosomes I, III and IV in wild type (WT, blue), *emr-1(gk119)* (black) or *lem-2(tm1582)* (orange) nematodes (100-kb window MA2C score). **(B)** Boxplots (as in Figure 1) of Dam::LMN-1 MA2C scores at probe level in LADs, ‘EMR-1 only’ or ‘LMN-1 only’ elements in wild type, *emr-1(gk119)* or *lem-2(tm1582)* nematodes. Dam::EMR-1 MA2C scores are included in the middle and right panels to illustrate the mutually exclusive association of ‘EMR-1 only’ and ‘LMN-1 only’ elements with EMR-1 and LMN-1 (***P < 10^-11^, Wilcoxon rank sum test). **(C)** Genome browser views of Dam::LMN-1 occupancy in wild type and *emr-1(gk119)* mutants. **(D)** Distribution of regions with reduced LMN-1 association in *emr-1(gk119)* mutants ('Detached regions') in promoters, introns and exons compared to the distribution of the genome. Probability values from one-sided binomial tests are indicated (**P < 10^-4^, ***P < 10^-11^).

Although lack of EMR-1 expression did not produce massive reorganization of the genome, we identified regions that were detached from the nuclear periphery upon EMR-1 deletion (Figure 4C; Table S1 in Additional file 2). These regions were specifically enriched in introns (Figure 4D) and GO analyses revealed that they were associated with genes involved in development of reproductive organs and muscles (Table S6 in Additional file 3).

### Depletion of EMR-1 and LEM-2 increases gene expression globally but reduces transcription of chromatin modifying enzymes

The results above suggest that EMR-1 and LEM-2 may regulate the expression of certain gene classes. To test this directly, we performed RNA sequencing in wild-type animals and in animals depleted for EMR-1 and/or LEM-2. 

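Coverage values of 9 whole-animal cultures were used here: 3 of wild type, 2 of emr-1(gk119), 2 of lem-2(tm1582) and 2 labelled emr-1(RNAi) lem-2(tm1582), called the double libraries from here on. The authors describe growth for 53 h at 20 °C. The authors mapped 150 bp reads with TopHat, took the median coverage of every exon, quantile-normalized the exon values over the 9 libraries, and gave each transcript the median of its exons. The table holds 49395 transcripts, of which 15786 are 0 in every library and 24939 have a mean coverage of at least 1. These values are not read counts, so differences were tested on log2(coverage + 1) with limma, whose moderated test takes the spread of each transcript partly from all others. With 3 libraries against 2, an exact permutation test can give no two-sided p under 0.2, whatever the difference. The spread between replicates differed by group. Over 8110 loci with a mean coverage of at least 20, the median absolute log2 difference was 0.20 to 0.31 between wild-type libraries, 0.18 between the lem-2(tm1582) libraries, 0.21 between the double libraries and 0.38 between the emr-1(gk119) libraries. Between wild type and the other groups it was 0.25 to 0.38 for lem-2(tm1582), 0.45 to 0.54 for emr-1(gk119) and 0.68 to 0.81 for the double libraries. Between emr-1(gk119) and lem-2(tm1582) libraries it was 0.32 to 0.43, so the 2 emr-1(gk119) libraries are as far from each other as from lem-2(tm1582).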

Data from wild-type nematodes confirmed that EMR-1 was associated with silent and poorly transcribed regions (Figure 5A). Similar results were obtained for LADs (Figure S8A in Additional file 1), supporting the notion of the nuclear periphery being a zone of generally repressed chromatin. Genes included in ‘EMR-1 only’ elements also showed reduced expression relative to genes in gaps. However, expression within ‘EMR-1 only’ regions was slightly but significantly higher than the expression across all EADs (Figure 5A).

**Figure 5:**
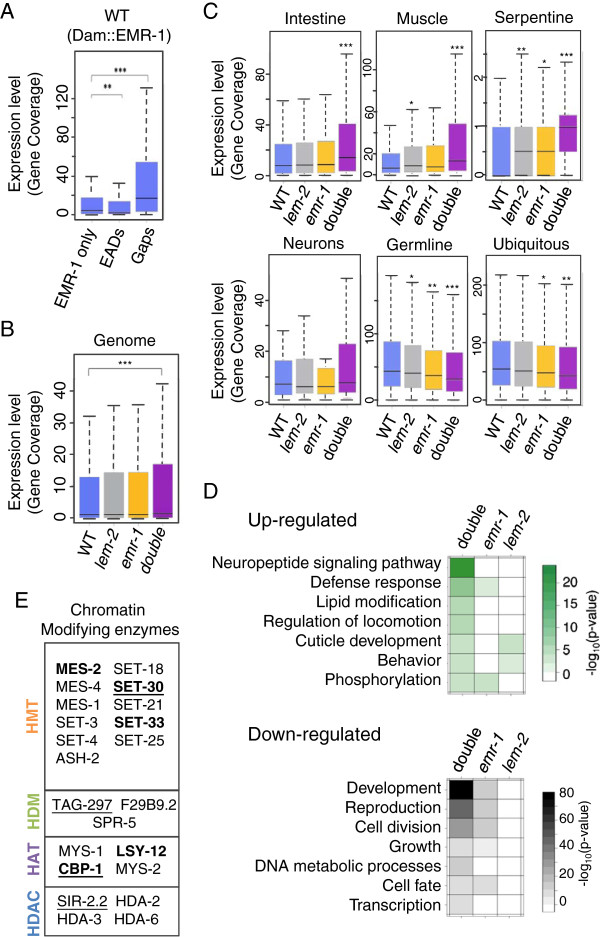
**Mutations in *emr-1 *and *lem-2 *de-repress gene expression. (A)** Boxplot (as in Figure 1) of expression levels of genes included in ‘EMR-1 only’ elements, EADs or gaps. Gene expression is measured as the median coverage of exons per gene. **(B)** Comparison of the expression of all genes in wild type (WT), *lem-2(tm1582)*, *emr-1(gk119)* and *emr-1(RNAi) lem-2(tm1582)* ('double') animals. **(C)** Expression of tissue-specific genes grouped as described in Figure 3. *P < 10^-2^, **P < 10^-4^ and ***P < 10^-11^. **(D)** Gene Ontology analysis of genes up- (green) or down-regulated (black) in *lem-2(tm1582)*, *emr-1(gk119)* and *emr-1(RNAi) lem-2(tm1582)* animals compared to wild type (*P* < 0.01). **(E)** Chromatin modifying enzymes with altered expression in *emr-1(RNAi) lem-2(tm1582)* nematodes. Most genes are down-regulated, except underlined genes, which are up-regulated. Genes also affected in the *emr-1*(*gk119*) single mutant are shown in bold.

Since LMN-1 DamID profiles of *emr-1* or *lem-2* single mutants did not reveal dramatic changes in LMN-1 domain organization, we analyzed gene expression in animals lacking expression of both EMR-1 and LEM-2. To bypass the embryonic lethality produced by the simultaneous deletion of EMR-1 and LEM-2, we knocked down *emr-1* expression by RNA interference (RNAi) in *lem-2* mutants. L1 larvae homozygous for the *lem-2(tm1582)* allele were fed with bacteria expressing *emr-1* double-stranded RNA. These nematodes developed to adulthood at the normal rate but produced a large number of dead embryos, which verified the effectiveness of the RNAi treatment [29]. 

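Coverage of the depleted genes can be read from the same libraries, whereas the count of dead embryos, on which the paper rests the depletion, was not analysed here. emr-1 lies on chromosome I at 1842445 to 1843227 of WBcel235 and has 3 exons. Its coverage was 52.1, 44.6 and 60.5 in wild type and 0 and 1.5 in emr-1(gk119), a log2 change of -5.07 ± 0.41 (standard error; limma, two-sided, Benjamini-Hochberg adjusted p = 0.00121). In lem-2(tm1582) it was 44.5 and 44.4. In the libraries labelled emr-1(RNAi) lem-2(tm1582) it was 134.8 and 73.5, so both lay above every wild-type library, and the log2 change was 0.92 ± 0.41 (limma, Benjamini-Hochberg adjusted p = 0.113), from 0.49 to 1.36 with 1 library left out at a time. A fall of emr-1 RNA after RNAi is therefore not seen in this coverage. The authors fed double-stranded RNA of the full-length emr-1 cDNA, and reads from it could fall on the same exons. The coverage thus gives no measure of depletion, here or where it is named below. lem-2, with 3 exons on chromosome II at 14063450 to 14066646, had a coverage of 33.5 ± 4.97 (SD) in wild type and 53.6 ± 0.53 in lem-2(tm1582), a log2 change of 0.67 ± 0.20 (limma, Benjamini-Hochberg adjusted p = 0.179). It was 29.7 ± 1.12 in the double libraries and 19.9 ± 5.42 in emr-1(gk119). The latter change was -0.73 (limma, Benjamini-Hochberg adjusted p = 0.0481), from -1.00 to -0.47 with 1 library left out at a time. Median coverage over exons does not show whether a deletion allele leaves part of a transcript, so the lem-2 values do not speak to the loss of the protein.

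**Figure D1:**
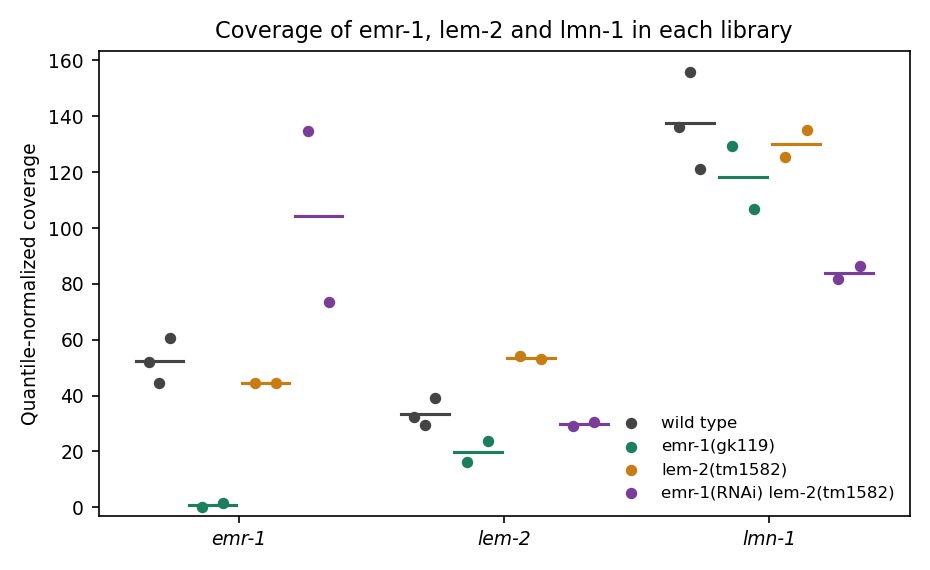
Coverage of emr-1 and lem-2 in each of the 9 libraries. emr-1 is at 0 and 1.5 in emr-1(gk119), at 134.8 and 73.5 in the libraries labelled emr-1(RNAi) lem-2(tm1582), and at 44.6 to 60.5 in wild type.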

As illustrated in Figure 5B, a general increase in RNA levels for all genes was observed in both singly and doubly depleted animals: in *lem-2(tm1582); emr-1(RNAi)* doubly depleted animals, the RNA levels of more genes were significantly altered relative to wild type (9.7% of protein-coding genes compared with 2.2% and 0.48% in *emr-1(gk119)* and *lem-2(tm1582)* single mutants, respectively; Figure 5B; Figure S8C in Additional file 1), most likely reflecting the redundant functions of EMR-1 and LEM-2.

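Median coverage over all 49395 transcripts was 1 in every library, so the upper quartile is given. It was 12.4 ± 0.31 (SD) in wild type, 14.0 ± 0.63 in emr-1(gk119), 13.8 ± 0.20 in lem-2(tm1582) and 16.6 ± 0.43 in the double libraries, and in each mutant group both libraries lay above all 3 of wild type (two-sided exact permutation p = 0.2 each, the smallest these numbers allow). Over the 24939 transcripts with a mean coverage of at least 1, the median log2 change was 0 in emr-1(gk119), 0.05 in lem-2(tm1582) and 0.32 in the double libraries, and 49.6%, 54.7% and 63.8% of them were higher than in wild type. The d-values listed in Table S3 could be computed again from the table, and the cut-offs of that list leave 3221 transcripts higher and 1588 lower in the double libraries, 702 and 428 in emr-1(gk119), and 235 and 8 in lem-2(tm1582). These are 9.74%, 2.29% and 0.49% of all 49395 transcripts, and 17.7%, 4.07% and 0.87% of the protein-coding ones. limma, with 24939 transcripts tested on both sides and a Benjamini-Hochberg threshold of 0.05, called 6525 higher and 3345 lower in the double libraries, 2439 and 1607 in emr-1(gk119), and 8 and 2 in lem-2(tm1582). In lem-2(tm1582) 3770 transcripts had an unadjusted p under 0.05, and in emr-1(gk119) 8114. That fit takes the spread of a transcript from all 9 libraries, although the spread between replicates differed by group. With only the 2 compared groups fitted, limma called 9205 transcripts in the double libraries, 894 in emr-1(gk119) and 26 in lem-2(tm1582).

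The order of the groups does not depend on the choice of test, but the share of rises depends on the normalization. When quantile normalization was repeated on transcripts, a step chosen after the data were seen, the d-value counts in the double libraries became 2084 higher and 2671 lower, and limma called 4172 higher and 4688 lower. In emr-1(gk119) the same step gave 663 and 587 by d-value and 2153 and 1986 by limma. Rises thus still outnumber falls in emr-1(gk119) and no longer do so in the double libraries. As the step gives every library the same distribution of transcripts, a general rise cannot appear after it, and it does not show which level of normalization is right.

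The paper proposes redundancy of EMR-1 and LEM-2, reasoning that loss of both alters more genes than loss of either. Compared with lem-2(tm1582) alone, limma called 2578 transcripts higher and 1767 lower in the double libraries, and 1926 and 2580 when quantile normalization was repeated on transcripts. The change labelled as emr-1 depletion was then compared with and without lem-2 in 1 interaction term, where limma called 30 transcripts higher and 28 lower, with 4596 at an unadjusted p under 0.05. Because emr-1 loss is a deletion in 1 background and RNAi in the other, and because emr-1 coverage itself was not lower in the double libraries, this term cannot tell redundancy from a difference between the 2 ways of depletion.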

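Table S6 names 23 genes of the regions detached from the nuclear envelope in emr-1 mutants, those behind its gene ontology categories and not all detached genes, and all 23 were found in the coverage table. Their median log2 change in the double libraries was -0.23, with 39.1% of them higher than in wild type, 4 called higher and 7 called lower by limma. limma's camera test compares the change of a set with that of all other loci. It allows for a fixed default correlation between genes, which was not estimated from these libraries. The test placed the 23 genes below other loci (two-sided, Benjamini-Hochberg adjusted p = 0.00568). Over the other settings tried the shift ran from -0.63, a difference between medians of group means, to -0.12. The Benjamini-Hochberg adjusted p of camera and the other tests ran from 0.00219 to 0.429. In the strain in which the detachment was measured, emr-1(gk119), the median change was -0.07 (camera of limma, Benjamini-Hochberg adjusted p = 0.400). emr-1 coverage was not lower in the double libraries. DamID values, and with them the whole set of detached genes of Figure S8E, were not analysed here.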

Analysis of the genes that lose their NE interaction in *emr-1* mutants revealed a negative correlation between NE association and gene expression (Figure S8E in Additional file 1). Combined with the decreased association of chromatin to the nuclear periphery observed by LMN-1 DamID in the single mutants (Figure 4B), this result clearly indicates a role for EMR-1 and LEM-2 in gene repression. However, consistent with previous studies [34,40], we observed that not all the genes that were up-regulated in the *emr-1* mutant changed their position relative to the NE (Figure S8D in Additional file 1). This indicates that multiple processes influence the relationship between NE association and gene expression (see Discussion).

When we analyzed genes expressed in specific tissues, we also found that effects were maximal in the doubly depleted animals. 

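The double libraries were compared with each single mutant over the gene lists of Table S2, using the mean of the transcripts of a locus and the 19567 loci with a mean coverage of at least 1. Over all these loci the median log2 change was 0.25 against lem-2(tm1582) and 0.22 against emr-1(gk119). Muscle loci rose by 0.47 against lem-2(tm1582) (camera of limma, two-sided, Benjamini-Hochberg adjusted p = 1.1e-06) and by 0.47 against emr-1(gk119) (2.1e-07). Intestine loci rose by 0.57 (camera of limma, Benjamini-Hochberg adjusted p = 1.57e-06) and 0.50 (1.67e-06). Germline loci fell by 0.28 (camera of limma, Benjamini-Hochberg adjusted p = 1.57e-14) and by 0.12 (1.2e-08), and ubiquitous loci fell by 0.19 (3.54e-08) and by 0.07 (2.54e-05). Over the other settings the germline change ran from -0.47 to -0.21 against lem-2(tm1582) and from -0.32 to -0.04 against emr-1(gk119). The ubiquitous change ran from -0.36 to -0.11 and from -0.26 to -0.02 in the same order. In all 4 of these lists both double libraries lay beyond both libraries of either single mutant (two-sided exact permutation p = 0.333, the smallest that 2 against 2 allow). Pan-neuronal loci rose by 0.34 (camera of limma, Benjamini-Hochberg adjusted p = 0.0387) and 0.32 (0.00547). Serpentine loci changed by 0.18 (camera of limma, Benjamini-Hochberg adjusted p = 0.576) and 0.29 (0.198), and the 46 neuronal loci by 0.24 (0.886) and 0.30 (0.213). emr-1 coverage itself was not lower in the double libraries.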

Interestingly, an increase in expression of intestinal, muscle and serpentine genes was observed whereas germ line and ubiquitous genes were repressed (Figure 5C). 

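Against wild type, the 1643 intestine loci of the double libraries had a median log2 change of 0.60, with 78.6% higher (camera of limma, two-sided, Benjamini-Hochberg adjusted p = 0.00088), and the 841 muscle loci 0.72, with 89.3% higher (Benjamini-Hochberg adjusted p = 1.4e-08). The 98 serpentine loci that pass the coverage minimum had a median of 0.29 with 69.4% higher, which camera of limma did not separate from the other loci (Benjamini-Hochberg adjusted p = 0.920), and the 46 neuronal loci 0.39 (Benjamini-Hochberg adjusted p = 0.580). The rank sum test of the paper's kind, made across genes, gave the serpentine loci a Benjamini-Hochberg adjusted p of 1.79e-05. The 1982 germline loci had a median of -0.40 with 31.0% higher (camera of limma, Benjamini-Hochberg adjusted p = 2.8e-19), and the 1163 ubiquitous loci -0.27 with 35.6% higher (Benjamini-Hochberg adjusted p = 1.1e-11). Over the other settings tried the shift ran from 0.21 to 0.74 for intestine, 0.34 to 0.81 for muscle and -0.08 to 0.47 for serpentine loci. It ran from -0.65 to -0.34 for germline and -0.50 to -0.22 for ubiquitous loci. These settings include an excess over random sets matched on expression and a difference between medians of group means, which are not median changes. In each of these lists both double libraries lay beyond all 3 of wild type in their set median (two-sided exact permutation p = 0.2, the smallest possible). emr-1 coverage was not among the falls in these libraries.

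In emr-1(gk119) germline loci fell by 0.27 (camera of limma, Benjamini-Hochberg adjusted p = 1.79e-09) and ubiquitous loci fell by 0.23 (1.65e-06), muscle loci rose by 0.23 (0.0187), and intestine loci were at 0.01 (0.920). In lem-2(tm1582) the same lists fell by 0.13 (camera of limma, Benjamini-Hochberg adjusted p = 1.71e-08), fell by 0.10 (4.54e-06), rose by 0.26 (1.6e-04), and stood at 0.04 (0.639). Matching random sets to each list by mean expression left the direction of all 4 shifts in the double libraries in place (two-sided permutation test with 10000 random sets, Benjamini-Hochberg adjusted p = 0.00024 each, the smallest this number of sets can give).

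**Figure D2:**
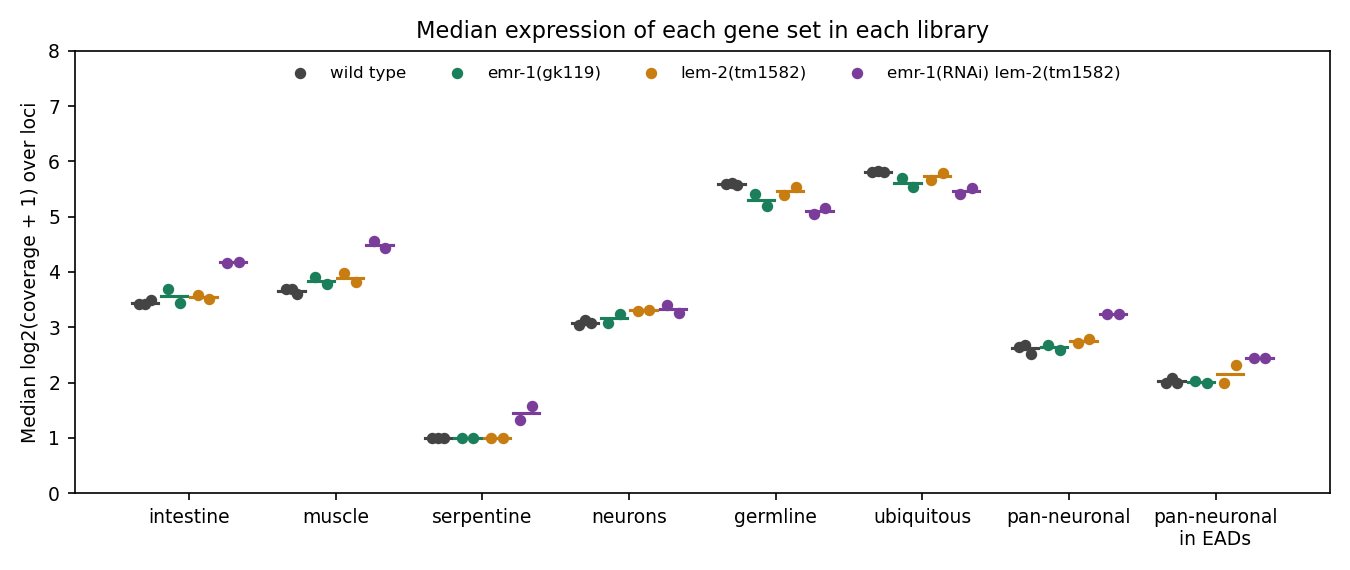
Median log2(coverage + 1) of each gene list in each of the 9 libraries. Muscle loci go from a mean of 3.66 in wild type to 4.50 in the double libraries, and germline loci from 5.59 to 5.10.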

Because the number of neuronal genes in this data set was very low (n = 14) we expanded our analysis to include 338 genes identified as pan-neuronal genes in larvae [41] (Table S2 in Additional file 2). Of these, 141 genes are associated with the nuclear periphery as judged from positive EMR-1 DamID MA2C scores. Interestingly, the pan-neuronal genes were significantly up-regulated in doubly depleted animals (Figure S6C in Additional file 1). These results were confirmed by GO analyses since GO categories related to the nervous system and locomotion were enriched among the significantly up-regulated genes (Figure 5D; Table S8 in Additional file 3). In contrast, down-regulated genes were associated with GO terms related to reproduction and basic cellular processes like cell cycle or transcription (Figure 5D). 

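Of the 338 pan-neuronal genes of Table S2, 332 pass the coverage minimum. Their median log2 change in the double libraries was 0.49, with 75.9% higher than in wild type, and limma called 101 higher and 21 lower. Set against all other loci, whose median also rose, by 0.35, camera of limma gave a Benjamini-Hochberg adjusted p of 0.0722. Across genes the rank sum test gave a Benjamini-Hochberg adjusted p of 6.8e-04. Over the other settings the shift ran from 0.03 to 0.64, the latter a difference between medians of group means. The Benjamini-Hochberg adjusted p of these tests and of camera ran from 8.16e-05 to 0.686. For the 138 pan-neuronal loci in EMR-1-associated domains the change was 0.58 (camera of limma, Benjamini-Hochberg adjusted p = 0.0209; range over settings 1.58e-05 to 0.637), with 45 called higher and 3 lower. In emr-1(gk119) and lem-2(tm1582) the pan-neuronal loci changed by 0.05 (camera of limma, Benjamini-Hochberg adjusted p = 0.920) and 0.10 (0.645). Both double libraries exceeded all 3 of wild type in the set median (two-sided exact permutation p = 0.2, the smallest possible). emr-1 coverage was not lower in those 2 libraries.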

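Gene ontology terms were not used here, and a family defined by gene name alone was tested beside them. Expression in the nervous system was not required of its members, so it does not stand for nervous system genes. The 98 neuropeptide genes (flp and nlp) that pass the coverage minimum had a median log2 change of 1.16 in the double libraries, with 94.9% higher than in wild type and 62 called higher by limma (camera of limma, two-sided, Benjamini-Hochberg adjusted p = 1.87e-08). The shift over the other settings ran from 0.80, the excess over random sets matched on expression, to 1.31. The Benjamini-Hochberg adjusted p of camera and the other tests ran from 1.17e-16 to 0.0003. Among the tissue lists, the loci called higher numbered 408 of 841 for muscle, 614 of 1643 for intestine and 10 of 46 for neurons. emr-1 coverage was not lower in the double libraries.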

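Of the loci called lower by limma in the double libraries, 707 were in the germline list, where 172 were called higher. In the ubiquitous list 340 were called lower and 106 higher. Muscle loci called lower numbered 7, and intestine loci 84. Over all 19567 loci tested, 5164 were called higher and 2354 lower. In emr-1(gk119) limma called 297 germline loci lower and 62 higher, and 130 ubiquitous loci lower and 30 higher. The direction in emr-1(gk119), where emr-1 RNA was nearly absent, is thus the same for both lists as in the double libraries, where emr-1 coverage was not lower.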

Intriguingly, genes related to chromatin organization were over-represented among the transcripts with reduced expression (*P* = 1.17e-6). In fact, the expression of 18 of the 38 chromatin modifying enzymes described in *C. elegans*[42] was significantly affected in the doubly depleted animals (47%, compared to 9.7% of all genes; Figure 5E; Table S8 in Additional file 3). 

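Figure 5E shows 22 chromatin genes, and all 22 were found in the table, whereas the list of 38 enzymes was not used here. In the double libraries 18 of the 22 passed the d-value cut-offs in a transcript. limma, on the mean of the transcripts of a locus, called 20, of which 16 were lower and 4 higher. Adjusting over the 22 genes alone also left 20. These genes are drawn in the figure because their expression changed in the same libraries, so the share called is set by that choice and says nothing on chromatin genes as a class. The genes called lower ran from a log2 change of -3.23 for set-33 (pseudogene in WBcel235) to -0.79 for lsy-12, with mes-4 at -1.77 ± 0.15 (limma, two-sided, Benjamini-Hochberg adjusted p = 6.75e-04). The genes called higher were set-30 (2.29 ± 0.36; limma, Benjamini-Hochberg adjusted p = 0.00326), tag-297 (2.92; 0.00444), set-18 (1.81; 0.016) and sir-2.2 (0.89; 0.0361). Of these set-18 is drawn as lower in the figure. cbp-1, drawn as higher, had a log2 change of -0.59 (limma, Benjamini-Hochberg adjusted p = 0.117), and set-4 had -0.67 (0.149). With 1 library left out, cbp-1 ran from -0.88 to -0.29 and set-4 from -1.13 to -0.22. Of the 5 genes in bold, mes-2, set-30 and set-33 were called by limma in emr-1(gk119) and 4 passed its d-value cut-offs. limma also called mes-1, mes-4, set-25 and tag-297 there, which makes 7 of the 22. In lem-2(tm1582) limma called none of the 22, and the lowest Benjamini-Hochberg adjusted p was 0.219. emr-1 coverage was not lower in the double libraries.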

We cannot rule out the possibility that some of the changes in expression levels of chromatin modifier enzymes could be secondary effects of chromatin reorganization upon EMR-1 and LEM-2 depletion. Nevertheless, these data support the idea that EMR-1 and LEM-2 could be especially important for regulating the activity of genes encoding chromatin-remodeling activities.

### EMR-1 is required for proper neuromuscular junction activity

Our results are in concordance with a role of emerin/EMR-1 and LEMD2/LEM-2 in muscle formation and activity as has been reported in various organisms [30,31,43]. However, to our knowledge, neither emerin nor LEMD2 has been implicated in neuronal processes. Since both NE tethering and expression of genes related to the nervous system and synaptic transmission were altered in *emr-1* and *lem-2* mutants (Figures 3, 4 and 5), we explored this possibility. Indeed, among the genes related to synaptic transmission, the expression of those encoding neurotransmitter vesicle factors, K^+^ channels, and acetylcholine receptor proteins was affected (Figure 6A). 

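Figure 6A names 11 synaptic genes. In the double libraries all 11 passed the d-value cut-offs in a transcript, as d-values were computed per transcript. limma, on the mean of the transcripts of a locus, called 10 of them. Both double libraries lay above all 3 of wild type for each of the 11. The authors chose these genes for their change in the same libraries, so these shares describe the chosen genes only. The fold over wild type ran from 1.76 for egl-30 to 6.11 for acr-8. In log2 units the changes were 0.81 for dgk-1 (limma, two-sided, Benjamini-Hochberg adjusted p = 0.0207), 0.80 for egl-30 (0.0119), 1.30 for snt-1 (0.00922), 0.76 for unc-13 (0.0225) and 0.98 for unc-64 (0.0046). The channel genes changed by 0.96 for slo-1 (limma, Benjamini-Hochberg adjusted p = 0.0123), 1.92 for twk-8 (0.00322) and 1.64 for twk-6 (0.00872). The acetylcholine receptor genes changed by 0.91 for lev-1 (limma, Benjamini-Hochberg adjusted p = 0.0317), 2.31 for acr-8 (0.00267) and 0.76 for lev-10 (0.0577). Adjusted over the 11 genes alone, limma called all 11. In emr-1(gk119) it called twk-8 alone, at 1.46 (limma, Benjamini-Hochberg adjusted p = 0.0187), and in lem-2(tm1582) none, with a lowest Benjamini-Hochberg adjusted p of 0.185. The d-value cut-offs were passed by a transcript of egl-30 in lem-2(tm1582), where the locus had a fold of 1.51. No other of these genes passed them in a single mutant. unc-64, twk-6, lev-10 and acr-8 overlap another protein-coding gene, and the coverage is not said to be by strand. egl-30 lies directly upstream of emr-1 on the same strand, and emr-1 coverage was not lower in the double libraries.

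**Figure D3:**
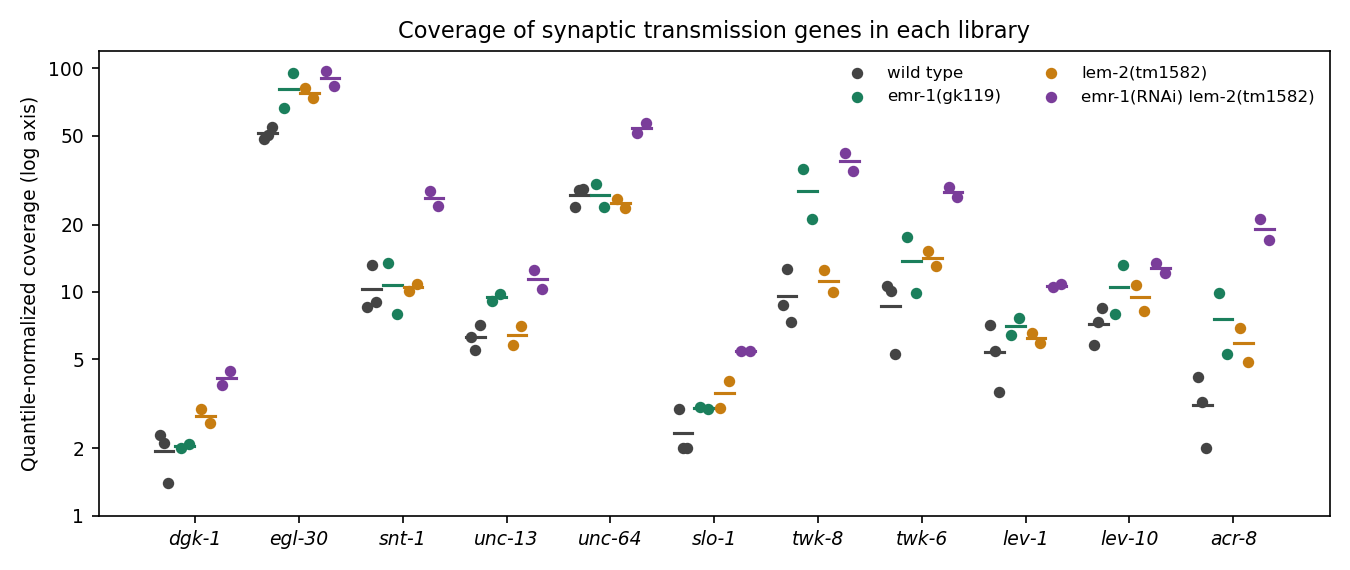
Coverage of the 11 synaptic genes of Figure 6A in each library, on a log axis. acr-8 goes from 3.13 in wild type to 19.1 in the double libraries, and egl-30 from 51.2 to 90.3.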

To investigate *in vivo* whether EMR-1 and LEM-2 play a role in neural physiology, we performed aldicarb sensitivity experiments to assess synaptic transmission activity. Aldicarb is a chemical analogue of the neurotransmitter acetylcholine and inhibits the activity of cholinesterase at neuromuscular synapses. Consequently, acetylcholine accumulates in the synaptic cleft, causing continuous activation of muscular acetylcholine receptors, muscle hyper-contraction and paralysis [44]. Alteration in aldicarb sensitivity can therefore be used to detect changes in acetylcholine release and perception.

**Figure 6:**
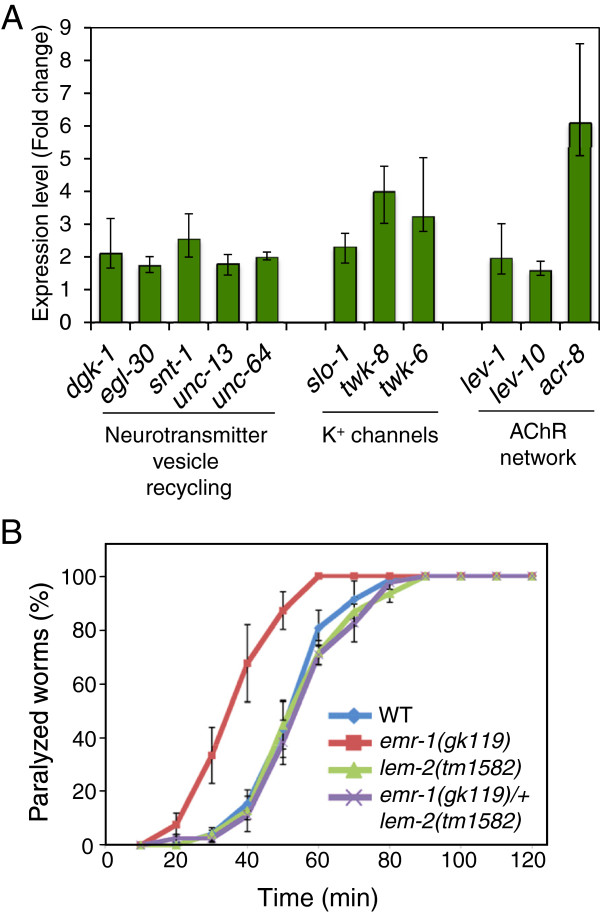
**Synaptic function is altered in *emr-1 *mutants. (A)** Fold increase in expression of selected genes involved in synaptic transmission in *emr-1(RNAi) lem-2(tm1582)* animals. Error bars indicate minimum and maximum values. **(B)** Aldicarb sensitivity experiments in wild type (WT), *emr-1(gk119)*, *lem-2(tm1582)* and *emr-1(gk119)/*+ *lem-2(tm1582)* mutants. Synaptic function was evaluated based on paralysis induced by the cholinesterase inhibitor aldicarb. Data points show the mean of four experiments and error bars indicate standard error of the mean.

We determined the time-course for aldicarb-induced paralysis in wild type, *emr-1* and *lem-2* single mutants and in *lem-2* nematodes heterozygous for the *emr-1* mutation (*emr-1*(*gk119*)/+; *lem-2(tm1582)*). We did not test for EMR-1/LEM-2 double depletion because RNAi is less effective in *C. elegans* neurons and the homozygous double mutants proceeding from heterozygous animals arrest during larval development [30]. Compared with wild-type animals, *emr-1* mutants were hypersensitive to aldicarb (50% of animals were paralyzed after approximately 35 minutes for *emr-1* mutants versus approximately 55 minutes for wild-type animals), whereas *lem-2* mutants retain normal aldicarb sensitivity (Figure 6B). Heterozygous *emr-1(gk119)/+* mutants were equally sensitive to aldicarb as wild-type animals, indicating that a single copy of *emr-1* is sufficient to maintain proper neuromuscular junction activity.

At this moment, we cannot distinguish whether the paralysis observed in *emr-1* mutants is due to changes in neurotransmitter release or muscle perception, or a combination of the two. Interestingly, *lem-2* mutants present alterations in muscle structure and function [30] and, unlike *emr-1* mutants, do not show altered aldicarb sensitivity. This indicates that EMR-1 and LEM-2 are not redundant in all their functions, making *C. elegans* a good model to study the tissue-specific roles of these two proteins.

## Discussion

A comparison of the genome-wide DNA association profiles of LMN-1, the only lamin protein in *C. elegans*, and of the INM protein emerin/EMR-1 indicates that EMR-1 defines two types of chromatin domains: a major type consisting of LADs and a minor type devoid of LMN-1 and enriched for genes expressed in specific tissues. LADs are conserved from embryos to adults and epigenetic marks suggest they are transcriptionally silent at both developmental stages (this study and [34]). In contrast, genes associated with EMR-1 only show higher expression and belong to functional categories that respond to stimuli. The difference between these two classes of chromatin domains might be mediated by posttranslational modifications of EMR-1 as well as other NE associated proteins. For instance, phosphorylation of human emerin has been shown to be important for the association with BAF [45,46].

The discovery of regions associated with EMR-1 but not with LMN-1 was surprising, since the two proteins physically interact at the NE and LMN-1 is required to localize EMR-1 properly [36]. Interestingly, although we could find ‘EMR-1 only’ elements in all chromosomes, they were especially abundant in the X chromosome. We do not know why the X chromosome has fewer interactions with LMN-1 compared to the autosomes, nor can we explain the particular enrichment of ‘EMR-1 only’ elements on the X chromosome. Our experiments were performed with *C. elegans* hermaphrodites, in which both X chromosomes undergoes approximately two-fold chromosome-wide transcriptional repression to achieve dosage compensation [47]. It is possible that the interaction with EMR-1 or other INM proteins could be important for this transcriptional repression. Our data suggest that the anchoring of the X chromosome to the NE could be more pronounced than previously inferred from LEM-2 ChIP data [18] or by LMN-1 DamID ([34] and this study).

We found that ‘EMR-1 only’ elements were surrounded by chromatin interacting with both LMN-1 and EMR-1. This indicates that ‘EMR-1 only’ elements are located at or very close to the NE, but raises the question as to why LMN-1 is not able to bind to these chromatin regions. Given that the absence of EMR-1 and/or LEM-2 allows the ‘EMR-1 only’ elements to interact more frequently with LMN-1, we hypothesize that EMR-1 and LEM-2 physically prevent LMN-1 from binding to these regions. It is known that human and mouse emerin interacts physically with transcription factors involved in muscle development, including β-catenin [23] and Lmo7 [24], and with chromatin associated factors, such as BAF and HDAC3 [13,48]. Similarly, the mammalian LEM-2-like protein MAN1 interacts with Smads at the NE to regulate transforming growth factor-β signaling [49]. *C. elegans* EMR-1 and LEM-2 may also associate with DNA-binding proteins and such protein complexes may hinder LMN-1 from binding to ‘EMR-1 only’ elements.

The NE is generally associated with repressed DNA and several of our observations suggest that EMR-1 and LEM-2 may also be involved in anchoring of silent heterochromatin to the nuclear periphery in specific tissues. First, genes within EADs are less expressed than genes in gaps. Second, we have demonstrated that, during adulthood, depletion of EMR-1 and/or LEM-2 caused a partial release of LADs from the NE and increased transcription of several hundred genes. These results are consistent with the delocalization and overexpression of repetitive heterochromatic transgene arrays observed upon simultaneous depletion of EMR-1 and LEM-2 in adult nematodes [50]. Interestingly, although chromatin associated with EMR-1 is less transcribed than chromatin found in gaps, genes in ‘EMR-1 only’ elements are significantly more expressed than genes in other EMR-1 domains. It is possible that the accumulation of transcription factors around ‘EMR-1 only’ elements might poise these regions for a rapid response to environmental stimuli. Supporting this idea, ‘EMR-1 only’ elements are enriched for GO categories related to signaling pathways and transcription. However, we have also noticed that gain or loss of NE anchoring do not always correlate with changes in gene expression. This has also been observed in other organisms. For instance, approximately one-third of genes that move towards or away from the NE during mouse embryonic stem cell (ESC) differentiation do not change transcriptional activity [40]. Similarly, changes in expression of genes that gain or lose lamin interaction after ecdysone treatment is marginal in *Drosophila* Kc cells [19]. Finally, mouse ESCs lacking B type lamins show altered transcription profiles but the alterations do not correlate with lamin B1 association in wild-type ESCs [51]. The reason for this lack of concordance between NE anchoring and silencing is not clear. Peric-Hupkes and colleagues [40] proposed that genes that move away from the NE during ESC differentiation are 'unlocked' to become activated at later steps of development. Likewise, results from a recent study in human adipose stem cells, indicate that dissociation of promoters from the nuclear lamins produces chromatin changes that enhance transcriptional permissiveness but do not necessarily elicit gene activation [52]. The molecular details of these intermediate states are unknown. The observation in *C. elegans* that the sequential action of two H3K9 methyltransferases promotes first anchoring of DNA to the NE and afterwards transcriptional repression has provided mechanistic insight into the uncoupling of the two processes [34].

Our data also indicate that genes specifically expressed in muscles and neurons are enriched in EADs. Furthermore, expression levels of genes related to locomotion and behavior were affected in *emr-1* and *lem-2* mutants. Several studies on Emery-Dreifuss muscular dystrophy patients and model organisms support the role of emerin and LEMD2 in muscle integrity, but their potential role in neurons had not been explored. Here we show that in *C. elegans*, localization and expression of genes related to neurotransmitter recycling, acetylcholine receptor network and ion-channels are affected in *emr-1* and *lem-2* mutants. Interestingly, neuromuscular junction activity is strongly affected in *emr-1* but not in *lem-2* mutants, indicating that the two genes are not redundant in all their functions. The role of emerin in neuronal activity may not be restricted to *C. elegans* since *emerin* knockout mice suffer relatively mild muscle defects and altered motor coordination [8]. In rodents, expression of emerin but not LEMD2 has been detected in neuroretinal cells, while both proteins are equally present in muscles [53]. Moreover, mutations in several other NE components, such as lamin A, BAF, lamin B1, and the LINC complex (which connects the NE to the cytoskeleton), are associated with neuropathies affecting both the peripheral and central nervous system [54-58]. Future analyses are needed to investigate whether emerin also contributes to proper neuronal physiology in humans.

Finally, we have demonstrated that, in adult nematodes, the NE-associated heterochromatin domains are highly enriched at the ends of autosome arms and at the left arm of chromosome X. This configuration is very similar to the one observed during embryogenesis [18,34]. However, we also found differences in NE-genome associations during development. These include few local changes in LADs placed in the chromosome arms and a general decrease in association of LMN-1 with the central part of the chromosomes in adults. Developmental changes in chromatin distribution have been observed in several organisms. The location of integrated small transgene arrays has been reported to be developmentally regulated, being randomly positioned in embryonic nuclei and accumulated in the nuclear interior in larvae [59]. The integration sites of these transgene arrays are unknown but their repositioning away from the NE coincides with transcriptional activation [59]. In murine embryonic stem cells, approximately 10% of genes change their interaction with the nuclear lamina during *in vitro* differentiation [40]. Together, these results suggest that, across evolution, global nuclear organization is established early in development and only a few specific regions change their localization in response to developmental requirements or changes.

## Conclusions

The comparison of chromatin associated with the conserved NE proteins LMN-1/lamin and EMR-1/emerin presented here reveals a large overlap between LMN-1- and EMR-1-associated domains but also the existence of numerous elements that interact with EMR-1 only. Muscle and neuronal genes are enriched in these ‘EMR-1 only’ elements and are deregulated in animals depleted for EMR-1 and LEM-2. Moreover, differential expression of EMR-1 and LEM-2 was observed across tissues.

The requirement for EMR-1 for the proper spatial and transcriptional control of muscle and neuronal genes demonstrated here prompts the idea that variation in NE composition among tissues may contribute to the correct adaptation of the organism to the environment. Combined with the defects in neuromuscular junction activity in *emr-1* mutants reported here, we propose that development of Emery-Dreifuss muscular dystrophy may involve altered nuclear architecture and gene expression, especially in muscles and neurons.

## Materials and methods

### Strains and plasmids

Strains carrying a single-copy insertion of Dam-fusion constructs were made using the MosSCI technique [60]. Strain and plasmid construction are described in Additional file 4.

### Immunofluorescence and western blot

Nematodes grown at 20°C were heat-shocked 1 h at 33°C and left to recover for 2 h at 20°C. Embryos were obtained and processed as described [61]. Anti-MYC primary antibody (Sigma-Aldrich, catalog number C3956, St. Louis, MO, USA) was diluted 1:100 for immunofluorescence and 1:400 for western blotting. Secondary goat anti-rabbit Alexa Fluor 633-conjugated antibody (Invitrogen, catalog number A21071, Carlsbad, CA, USA) diluted 1:1,000 and peroxidase-conjugated antibody (Sigma-Aldrich, catalog number A0545) diluted 1:5,000 were used for immunofluorescence and western blotting, respectively.

### DamID experiments

DamID experiments were performed using three biological replicates and all cultures were grown in parallel. DamID strains were synchronized from eggs prepared by hypochlorite treatment of gravid adults fed with OP50 *E. coli* and left to hatch overnight at 20°C in S-medium. Then, from each strain, approximately 35,000 L1s were grown in 50 ml S-medium containing GM119, a Dam^-^*E. coli* strain (F^-^*dam-3 dcm-6 metB1* galk2 *galT22 lacY1 tonA31 tsx-78 supE44 mtl-1*). This food source was used to avoid contamination by methylated *E. coli* DNA. Cultures were grown with continuous agitation (180 rpm) at 20°C for 53 h. At this time point the cultures were highly enriched for non-gravid young adults. Nematodes were frozen at -80°C until further processing.

Methylated genomic DNA (gDNA) was purified and amplified from 30 mg nematodes using a protocol based on [62] with some modifications. Briefly, 2.5 μg of gDNA isolated with DNAeasy kit (QIAGEN, Venlo, Limburg, Netherlands), was digested with 10 units *Dpn*I (New England Biolabs, Ipswich, MA, USA) overnight in 10 μl to cut at G^m^ATC sites. *Dpn*I was inactivated (80°C, 20 minutes) and then gDNA was ligated to double-stranded adaptors with 5 units T4 DNA ligase (5 U/μl; Roche, Basel, Switzerland) in a volume of 20 μl. After inactivation of the ligase (65°C, 10 minutes), DNA fragments were digested with 5 units *Dpn*II (New England Biolabs) in a final volume of 80 μl to cut non-methylated GATC sites, thereby preventing PCR amplification of non-methylated gDNA. Methylated DNA was amplified using adaptor-specific primers. PCR reactions were performed using 1 μl PCR Advantage enzyme mix (50×; Clontech, Otsu, Shiga, Japan), 10 μl of *Dpn*II digestion and the following program: (1) 68°C for 10 minutes, (2) 94°C for 1 minute, (3) 65°C for 5 minutes, (4) 68°C for 15 minutes, (5) 94°C for 1 minute, (6) 65°C for 1 minute, (7) 68°C for 10 minutes, (8) go to step 5 3×, (9) 94°C for 1 minute, (10) 65°C for 1 minute, (11) 68°C for 2 minutes, (12) go to step 9 20×. To achieve sufficient material, two PCR reactions from the same *Dpn*II digestion were pooled and purified with Qiaquick PCR purification kit (QIAGEN). Amplified Dam-methylated DNA was labeled and hybridized by the Roche Nimblegen Service Laboratory. Dye orientation of experiments is indicated in Table S4 in Additional file 2.

### DamID data processing

Nimblegen 2.1 M whole genome tiling arrays, with 50 bp probes, designed against WS180 (ce5) genome assembly, were used for all experiments. Data were analyzed with MA2C [33], which was used to normalize the log_2_ ratio (log_2_ [Dam::fusion/GFP::Dam control]) of each probe based on the probe behavior estimated by its GC content, and then to smooth the value by assigning the median across sliding windows of 300 bp. The resultant values are MA2C scores. Subsequently, data were subjected to quantile normalization over all available replicates and backgrounds to facilitate comparison between strains. Finally, the mean of normalized MA2C scores from the three independent biological replicates was calculated. We then converted the chromosome coordinates to WS190 (ce6) genome assembly using the Lift-Over tool from the UCSC genome browser [63] and used these values for the subsequent domain calling and sliding window analyses. In some cases, to facilitate chromosome-scale data visualization by reducing the number of data points, MA2C scores were averaged within non-overlapping 100 kb windows across the genome as indicated in the figure legends.

Sliding window analysis was performed using the left boundaries corresponding to the left edges of all EMR-1 domains (Table S1 in Additional file 2). Both sides of boundaries and sliding window analyses with LMN-1 boundaries provided the same results. Boxplots for gene classes were generated by averaging MA2C scores of probes included in regions between the transcription start site and end site. Coordinates for these sites were obtained from the UCSC genome browser (WS190 genome assembly). Analyses for enrichment at promoters (up to 3 kb before the transcription start site), exons and introns were performed using the CEAS program [64]. ChIP-chip data of young adult H3K4me3 and H3K36me3 marks [35], and the embryonic LEM-2 mark [18] are from modENCODE [65] (accession IDs modENCODE_3552, modENCODE_3559, modENCODE_2729, respectively). Embryonic LMN-1 DamID data [34] were obtained from the Gene Expression Omnibus (GEO; accession GSE37226). Gene sets used in tissue-specific analyses were defined previously and are listed in Table S2 in Additional file 2: muscle [66], intestine [67], ubiquitous, serpentine, germ line [68], and neuron [69].

### Definition of LMN-1- and EMR-1-associated domains

LMN-1- and EMR-1-associated domains were defined as previously described [18]. Briefly, we transformed positive and negative MA2C scores to +1 and -1, respectively. We averaged the binary values in 200-probe windows (approximately 10 kb), sliding one probe (50 bp offset) across the genome to identify windows with high average binary values. To have an estimation of the false positive windows, we performed the same procedure on a GFP::Dam/GFP::Dam MA2C normalized dataset. From this, we defined positive windows when a binary window value is ≥0.8, at which the false discovery rate is <5% (Figure S2 in Additional file 1). We then joined any overlapping (≥1 bp) windows to generate the LMN-1- and EMR-1-associated domains (Table S1 in Additional file 2).

The definition of chromosomal arms and chromosomal centers for comparison of embryonic and adult LMN-1 association profiles (Figure 2D) was based on the boundaries of LADs in adult nematodes. Coordinates of chromosome arms: chromosome I, 1 to 3,745,632 and 10,809,938 to 15,072,421; chromosome II, 1 to 4,708,341 and 11,877,168 to 15,279,323; chromosome III, 1 to 3,508,994 and 9,947,268 to 13,783,681; chromosome IV, 1 to 7,317,812 and 12176625 to 17,493,785; chromosome X, 1 to 4,191,936.

To define ‘EMR-1 only’ elements, we selected probes with a MA2C score ≥1 in EMR-1 DamID experiments and <0 in LMN-1 DamID experiments. We defined ‘EMR-1 only’ elements as the regions that contain at least 10 positive probes, each separated ≤500 bp from the neighboring positive probe (Table S1 in Additional file 2). We performed the same procedure to identify ‘LMN-1 only’ elements (Table S1 in Additional file 2).

### RNAi and RNA extraction

To simultaneously deplete EMR-1 and LEM-2, BN19 animals homozygous for the *lem-2(tm1582)* allele were subjected to *emr-1* RNAi-mediated knockdown. RNAi feeding bacteria were grown in LB at 37°C with agitation (180 rpm) until OD_600_ = 0.8 and then induced with 1 mM isopropyl β-D-1-thiogalactopyranoside (IPTG) during 19 h at 20°C. The RNAi bacteria expressed double-stranded RNA corresponding to either full-length *emr-1* cDNA or, as negative control, 185 bp of unrelated sequence from the L4440 empty plasmid. The next day, the bacteria were collected and resuspended in 1/20 initial volume of S-medium with 1 mM IPTG. Approximately 40,000 synchronized L1 nematodes obtained by hypochlorite treatment and hatching overnight at 20°C without food were grown in 50 ml of S-medium containing 5 ml of resuspended RNAi bacteria, 100 μg/ml ampicillin and 1 mM IPTG at 20°C during 53 h with continuous agitation (180 rpm). At this point the cultures accumulated non-gravid young adults. Nematodes were recovered, frozen immediately in liquid N_2_ and kept at -80°C until further processing. Part of the culture was grown for an additional day, which confirmed the expected embryonic lethal phenotype in the EMR-1 LEM-2 double depletion. RNA extraction was performed using 20 to 30 mg of nematodes. The nematode cuticle was ruptured by three rounds of freezing in liquid N_2_ and thawing at 30ºC and RNA was purified using the RNeasy Mini kit (QIAGEN).

### Expression profiling

Sequencing libraries were prepared using the TruSeq RNA sample preparation kit according to the manufacturer’s instructions (Illumina, San Diego, CA, USA). Briefly, polyA-containing mRNA was isolated from 1 μg of total RNA using poly-T oligo-attached magnetic beads and processed as described [70]. Pools of three indexed libraries were mixed (multiplexed) at equimolar ratios to yield a total oligonucleotide mix of 10 nM. Finally, the resulting libraries were sequenced on the Illumina Genome Analyzer IIx platform to generate 150 bp single-end reads. Three pooled indexed libraries were sequenced in each flow cell lane.

Raw RNA sequence data were processed [70] and aligned with the WS231 genome version using TopHat. Next, results were sorted and indexed using Samtools. Coverage vectors for each sample were extracted under R statistical environment using Rsamtools library. The *C. elegans* GTF annotation from Ensembl was applied as reference for the exon genomic ranges, parsed into R data structures. Exon expression was calculated as the median coverage for every exon genomic range as stated by annotation. Exon expression data from our nine different samples (three N2, two BN19, two BN20, and two BN24) were normalized by quantile normalization and locus expression was defined as the median of all the expression hits from distinct exons annotated to a single locus. Library siggenes in R was applied to select the differentially expressed loci using the false discovery rate-based SAM method [71]. Genes presenting a Δ value >4 were considered to be significantly altered (Table S3 in Additional file 2). Resulting data are available with accession numbers summarized in Table S4 in Additional file 2. For the analysis of *emr-1(gk119)* and *lem-2 (tm1582)* mutants, the sets of genes expressed in different tissues were the same as in the DamID analysis (Table S2 in Additional file 2).

### Gene Ontology analysis

GO analyses were performed using DAVID [72] and only the ‘Biological Processes’ tree was used in our study. For the study of DamID ‘EMR-1 only’ elements, as they were enriched in promoters and regulatory regions, the closest but not overlapping genes were selected. In the other cases, we selected genes with ≥50% of the open reading frame included within the domains.

### Aldicarb sensitivity experiments

Sensitivity to aldicarb was determined by assaying the time course of the onset of paralysis following acute exposure of a population of animals to this drug. In each experiment 20 to 25 young adults were placed on freshly made drug plates (1 mM aldicarb; Fluka Sigma-Aldrich ref. 33386) and prodded every 10 minutes over a 2 h period to determine if they retained the ability to move. Nematodes that failed to respond to touch were classified as paralyzed. Each experiment was repeated four times by two independent experimenters.

### Data access

DamID and RNA sequencing data performed in this study are available from GEO [73] accession IDs GSE44188 and GSE44682, respectively (described in Table S4 in Additional file 2).

## Abbreviations

bp: base pair; ChIP: chromatin immunoprecipitation; DamID: DNA adenine methyltransferase identification; EAD: EMR-1-associated domain; EDMD: Emery-Dreifuss muscular dystrophy; ESC: embryonic stem cell; gDNA: genomic DNA; GEO: Gene Expression Omnibus; GO: Gene Ontology; INM: inner nuclear membrane; IPTG: isopropyl β-D-1-thiogalactopyranoside; LAD: LMN-1-associated domain; NE: nuclear envelope; ONM: outer nuclear membrane; PCR: polymerase chain reaction; RNAi: RNA interference.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

CGA performed all experiments and analyzed the data. KI assisted in data analysis and CA assisted in aldicarb assays. AdL, MI and JC analyzed RNA samples. KI and JDL helped to draft the manuscript. CGA and PA conceived the study, designed experiments and wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 DamID fusion proteins localize properly at the NE. **Figure S2:** quality assessment of LMN-1 and EMR-1 DamID data. **Figure S3:** LMN-1 and EMR-1 associate with the ends of chromosomes and silenced DNA. **Figure S4:** analysis of ‘EMR-1 only’ and ‘LMN-1 only’ elements. **Figure S5:** differential expression of EMR-1 and LEM-2. **Figure S6:** genes expressed in different tissues show distinct association with EMR-1 and LMN-1. **Figure S7:** analysis of LMN-1 DNA association in wild type and *emr-1* and *lem-2* mutants. **Figure S8:** expression analyses of genes associated with LMN-1 and EMR-1. Click here for file

Additional file 2: Table S1 The coordinates for EADs, LADs, ‘EMR-1 only’ elements and ‘LMN-1 only’ elements. **Table S2:** genes that are expressed in specific tissues. **Table S3:** RNA sequencing data. **Table S4:** GEO accession numbers. Click here for file

Additional file 3 **Tables S5 to S10:** Information on significant GO categories. Click here for file

Additional file 4 Supplementary Materials and methods. Click here for file

# Supplementary material for: Genome-wide analysis links emerin to neuromuscular junction activity in Caenorhabditis elegans
**Source:** Genome Biol. 2014 Feb 3;15(2):R21. doi: 10.1186/gb-2014-15-2-r21
**Supplement:** Additional file 1: Figure S1 — DamID fusion proteins localize properly at the NE. Figure S2: quality assessment of LMN-1 and EMR-1 DamID data. Figure S3: LMN-1 and EMR-1 associate with the ends of chromosomes and silenced DNA. Figure S4: analysis of ‘EMR-1 only’ and ‘LMN-1 only’ elements. Figure S5: differential expression of EMR-1 and LEM-2. Figure S6: genes expressed in different tissues show distinct association with EMR-1 and LMN-1. Figure S7: analysis of LMN-1 DNA association in wild type and emr-1 and lem-2 mutants. Figure S8: expression analyses of genes associated with LMN-1 and EMR-1.

## Supplemental Figures. González-Aguilera et al.

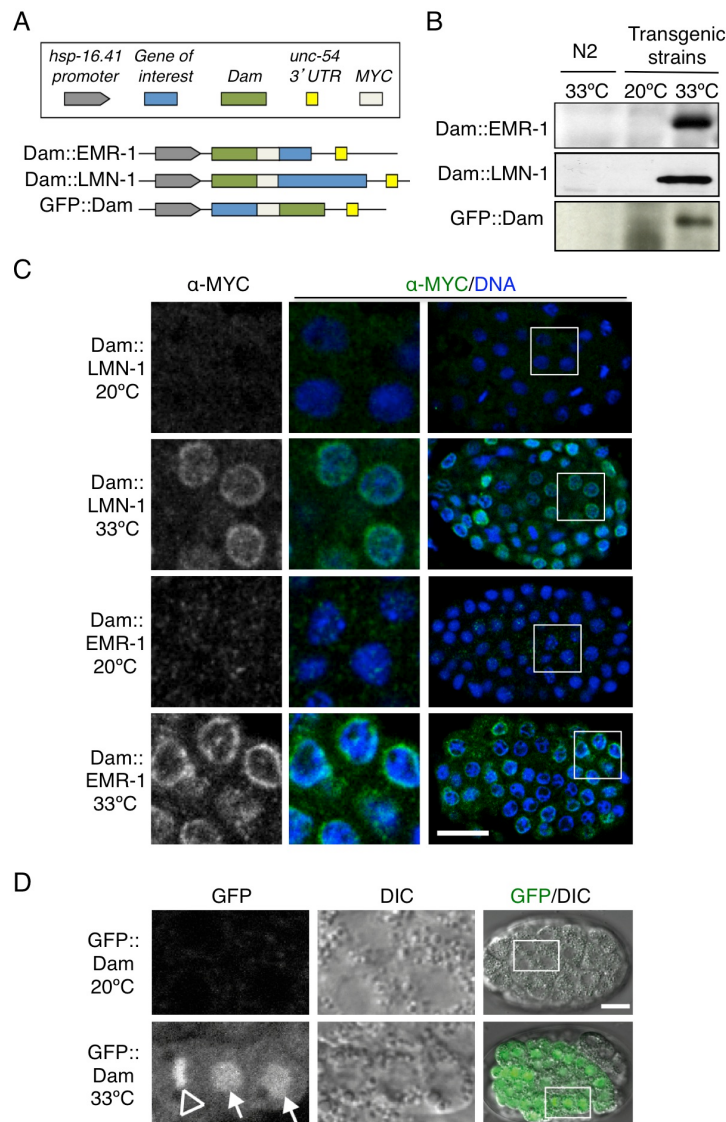

**Figure S1.** DamID fusion proteins localize properly at the NE. (A) Schematic representation of Dam-fusion constructs. Chimeric proteins were expressed under the control of the *hsp-16.41* heat-shock promoter and the *unc-54* 3'UTR. A MYC epitope was inserted between the proteins of interest and Dam to facilitate detection of the chimera. Not drawn to scale. (B-D) Embryos were obtained from nematodes incubated constantly at 20°C or heat-shocked 1h at 33°C and left to recover for 2h at 20°C. (B) Western-blot analysis of embryos from wild type (N2) and transgenic strains expressing Dam::EMR-1, Dam::LMN-1 or GFP::Dam fusion proteins probed with anti-MYC antibody. (C) Dam::LMN-1 and Dam::EMR-1 expressing embryos were fixed and stained with anti-MYC antibody (green) and Hoechst 33258 to visualize chromatin (blue). Localization to the NE is observed for both fusion proteins after heat shock. (D) GFP::Dam expressing embryos were analyzed by live confocal microscopy. Arrows point to nuclei, whereas an open triangle indicates GFP::Dam associated with metaphase chromosomes. Boxed regions in merge images (right) are shown at higher magnification to the left. Scale bars, 10 $\mu$ m.

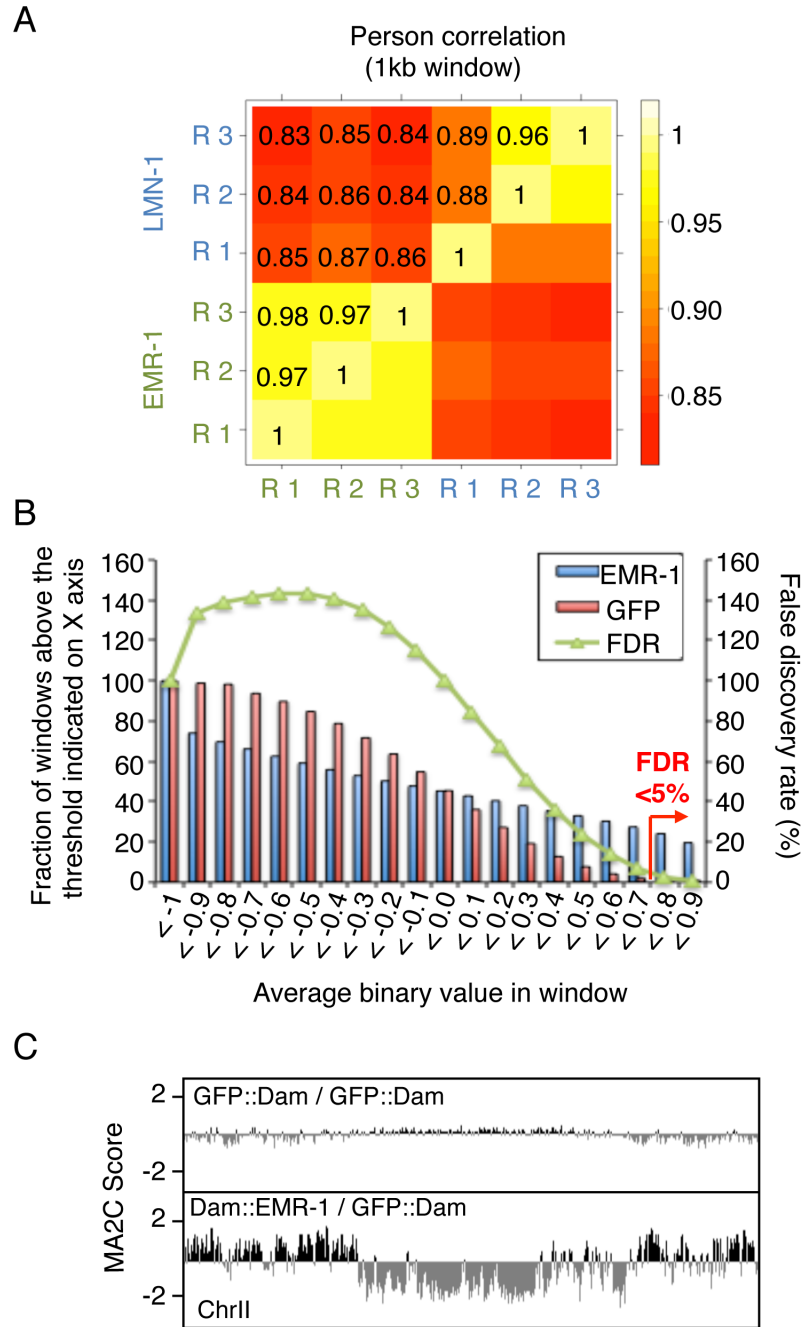

**Figure S2.** Quality assessment of LMN-1 and EMR-1 DamID data. (A) Heatmap of Pearson correlation coefficients for the three replicates of Dam::LMN-1 and Dam::EMR-1 DamID experiments. Correlations were calculated based on MA2C scores of all probes on the microarrays (1 kb window averaged). (B) Estimation of the False Discovery Rate (FDR) for EMR-1 DamID domain calling. The *x* axis bins windows in DamID (200 probes) according to threshold for average binary values within windows (Material and methods). The right *y* axis indicates FDR of each bin, which was estimated by the proportion of the number of control GFP::Dam windows to the number of Dam::EMR-1 windows. (C) Genome browser views of MA2C scores obtained for chromosome II when normalizing Dam::EMR-1 versus GFP::Dam (bottom) or GFP::Dam versus GFP::Dam (top)(1 replicate each). Lack of enriched regions in the GFP::Dam/GFP::Dam control indicates that the identified EMR-1-associated domains are specific for the Dam::EMR-1 protein.

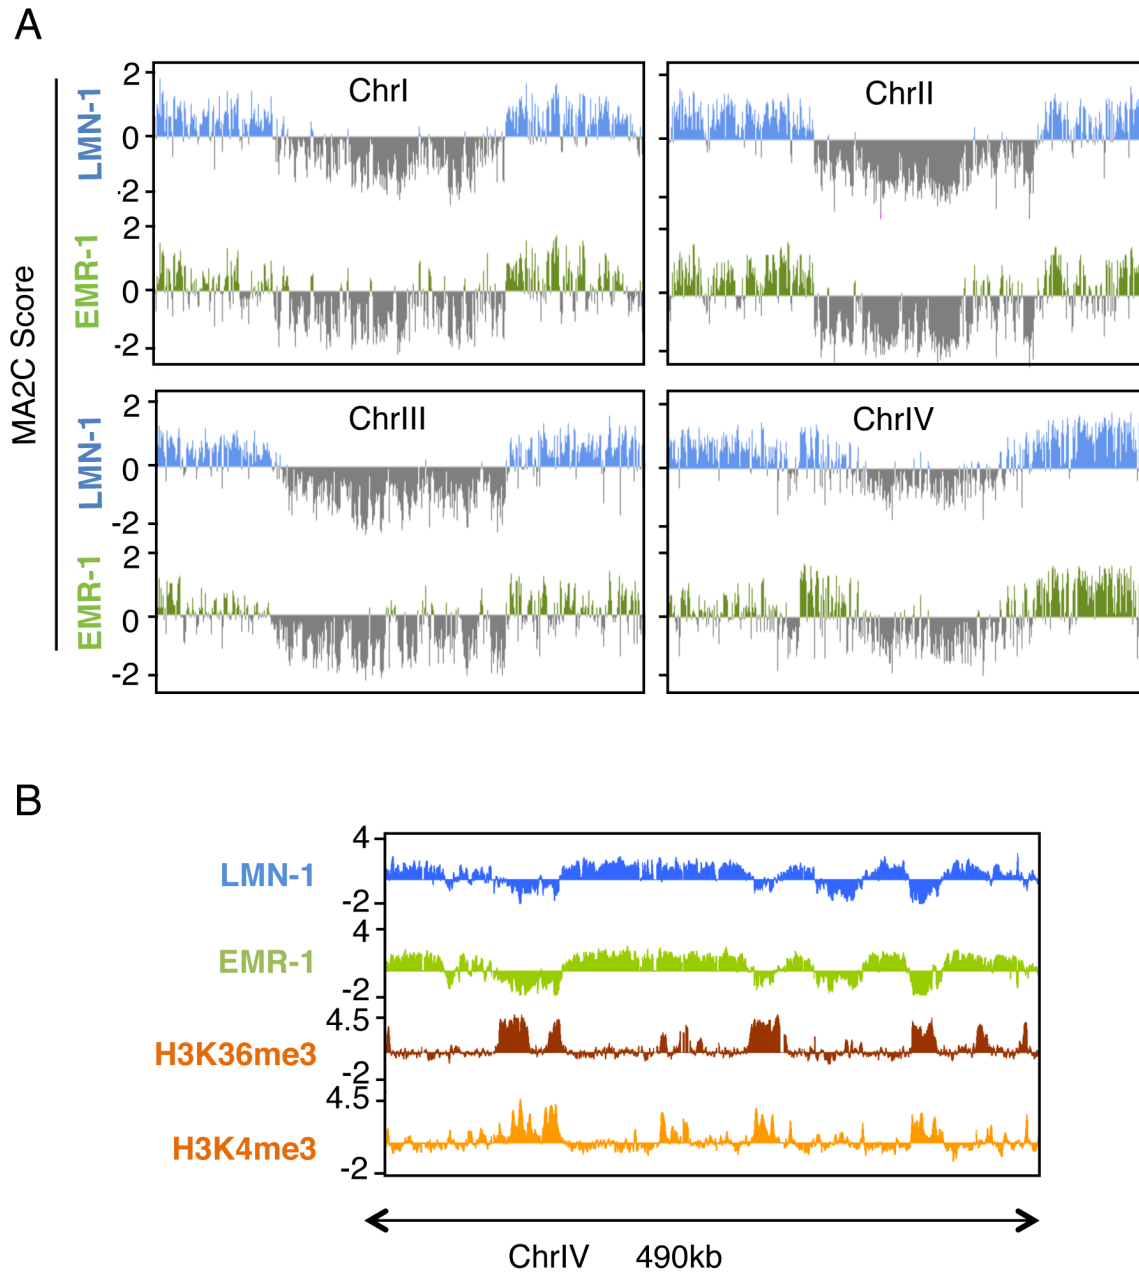

**Figure S3.** LMN-1 and EMR-1 associate with the ends of chromosomes and silenced DNA. (A) Regions enriched for Dam::LMN-1 and Dam::EMR-1 in chromosomes I, II, III and IV in adult worms. For each track, the average MA2C score probe signal of three independent biological replicates is plotted. (B) Representative pattern in chromosome IV illustrating that DamID LMN-1 and EMR-1 domains are devoid of H3K36me3 and H3K4me3, two histone marks linked to transcriptional activation. ChIP-chip data for histone marks were obtained from [35].

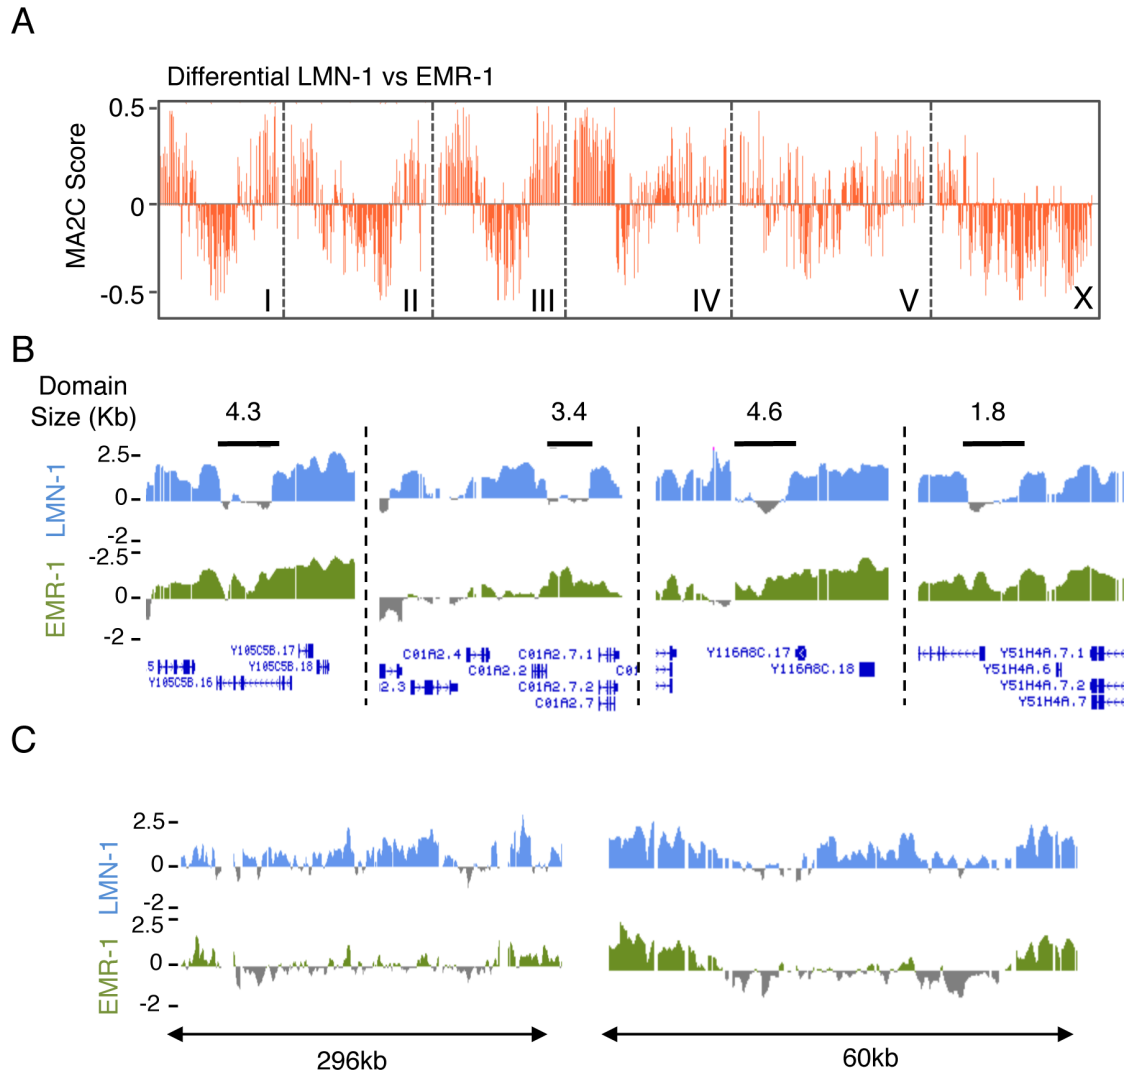

**Figure S4.** Analysis of ‘EMR-1 only’ and ‘LMN-1 only’ elements. (A) Differential profile of quantile normalized Dam::LMN-1 versus Dam::EMR-1 data in adult worms. Positive values reflect MA2C scores LMN-1>EMR-1; negative scores LMN-1<EMR-1. (B) Examples of ‘EMR-1 only’ elements indicated with horizontal black lines; sizes are in kb. Genes are indicated below in dark blue. (C) Examples of ‘LMN-1 only’ elements. These elements are included in large areas with reduced EMR-1 occupancy.

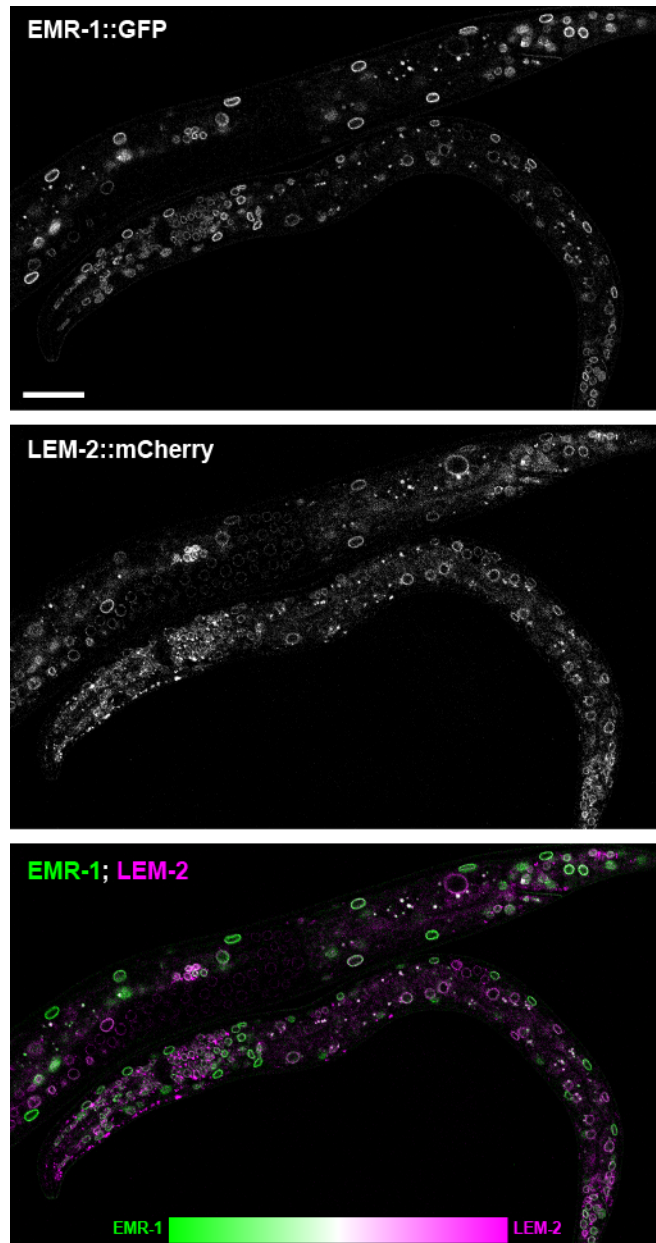

**Figure S5.** Differential expression of EMR-1 and LEM-2. Live imaging of animals expressing EMR-1::GFP and LEM-2::mCherry from single-copy transgenes and under control of the *emr-1* and *lem-2* promoter, respectively. Both genes are expressed in the NE in most if not all cells, but with considerable variation between tissues as reflected by different intensities in the two upper panels. In the merged image green and magenta represent high and low EMR-1::GFP to LEM-2::mCherry signal ratio, respectively. Note that these ratios reflect arbitrary fluorescence values and do not necessarily correspond to EMR-1 being more or less abundant than LEM-2.

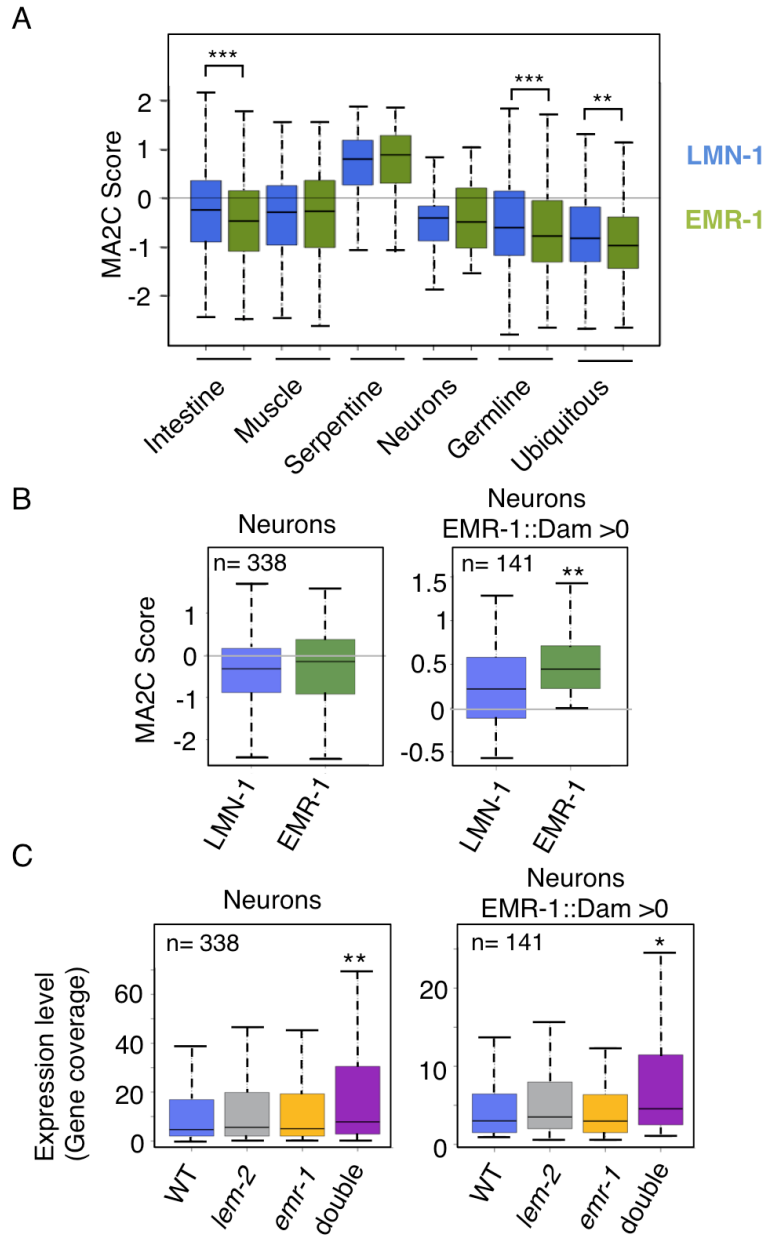

**Figure S6.** Genes expressed in different tissues during adult and larval stages show distinct association to EMR-1 and LMN-1. (A) LMN-1 (blue) and EMR-1 (green) occupancy for various gene sets defined on expression data in adult (Table S2 in Additional file 1). Number of genes in each class: intestine, 1818, muscle, 886, serpentine, 386, neuronal 46, germline, 2650, ubiquitous, 1168. Boxplots show the range of MA2C score averaged over gene bodies. (B) LMN-1 (blue) and EMR-1 (green) occupancy for 338 pan-neuronal genes defined from expression data in larval stages [41]. These genes were not expressed in any other tissue. Left panel shows occupancy for all 338 genes; right panel shows occupancy for 141 genes associated to EMR-1::Dam during adulthood. (C) Expression of the same genes described in B in wild type, *lem-2(tm1582)*, *emr-1(gk119)* and *emr-1(RNAi) lem-2(tm1582)* (double) animals. Expression is measured as the median coverage of exons per gene. Boxes indicate the 25<sup>th</sup> and 75<sup>th</sup> percentiles and lines in the boxes indicate medians. Whiskers indicate the lowest and the highest data points within 1.5x interquartile range from the box. Wilcoxon rank sum test was used for the statistical analysis (\* $p < 0.05$ , \*\* $p < 10^{-4}$ , \*\*\* $p < 10^{-15}$ ).

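The lists as given in Table S2 were matched to the coverage table by sequence name. Of the names listed, 1788 of 1818 were found for intestine, 876 of 886 for muscle, 384 of 386 for serpentine receptors, 46 of 46 for neurons, 1163 of 1168 for ubiquitous and 1987 of 1997 for germline genes, a list shorter than the 2650 stated. A mean coverage of at least 1 was met by 1643, 841, 98, 46, 1163 and 1982 of them in that order, so 98 of 384 serpentine receptor loci carry that list.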

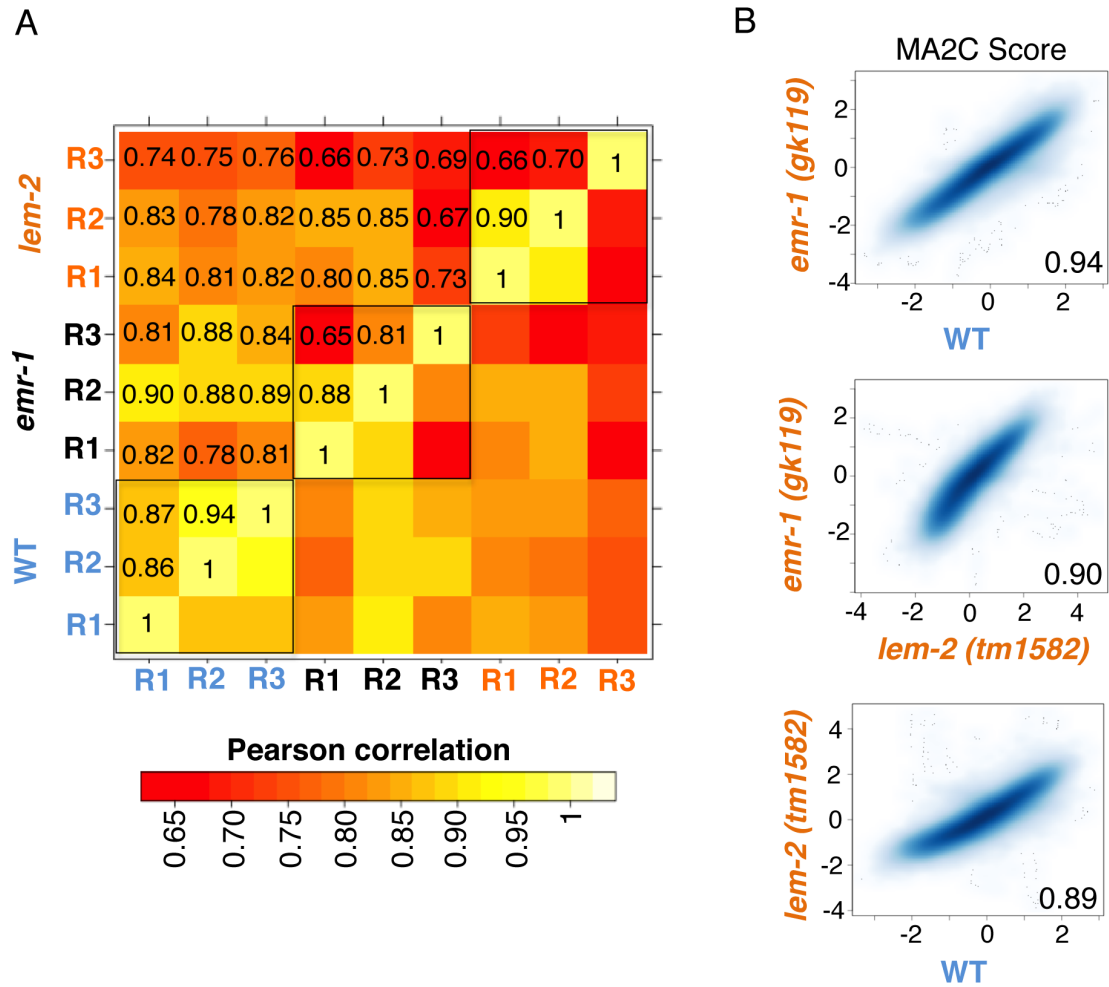

**Figure S7.** Analysis of LMN-1 DNA association in wild type, *emr-1* and *lem-2* mutants. (A) Heatmap of Pearson correlation coefficients for the three replicates of Dam::LMN-1 DamID experiments performed in wild type, *emr-1(gk119)* and *lem-2(tm1582)* mutants. Correlations were calculated based on MA2C scores of all probes on the microarrays. (B) Genome-wide correlation plot (probe level) of LMN-1 DNA association in wild type and *emr-1(gk119)* (top), wild type and *lem-2(tm1582)* (bottom) and *emr-1(gk119)* and *lem-2(tm1582)* (middle). The signal represents the average of three independent replicates for each background. Numbers in the lower right corners indicate Pearson correlation coefficients.

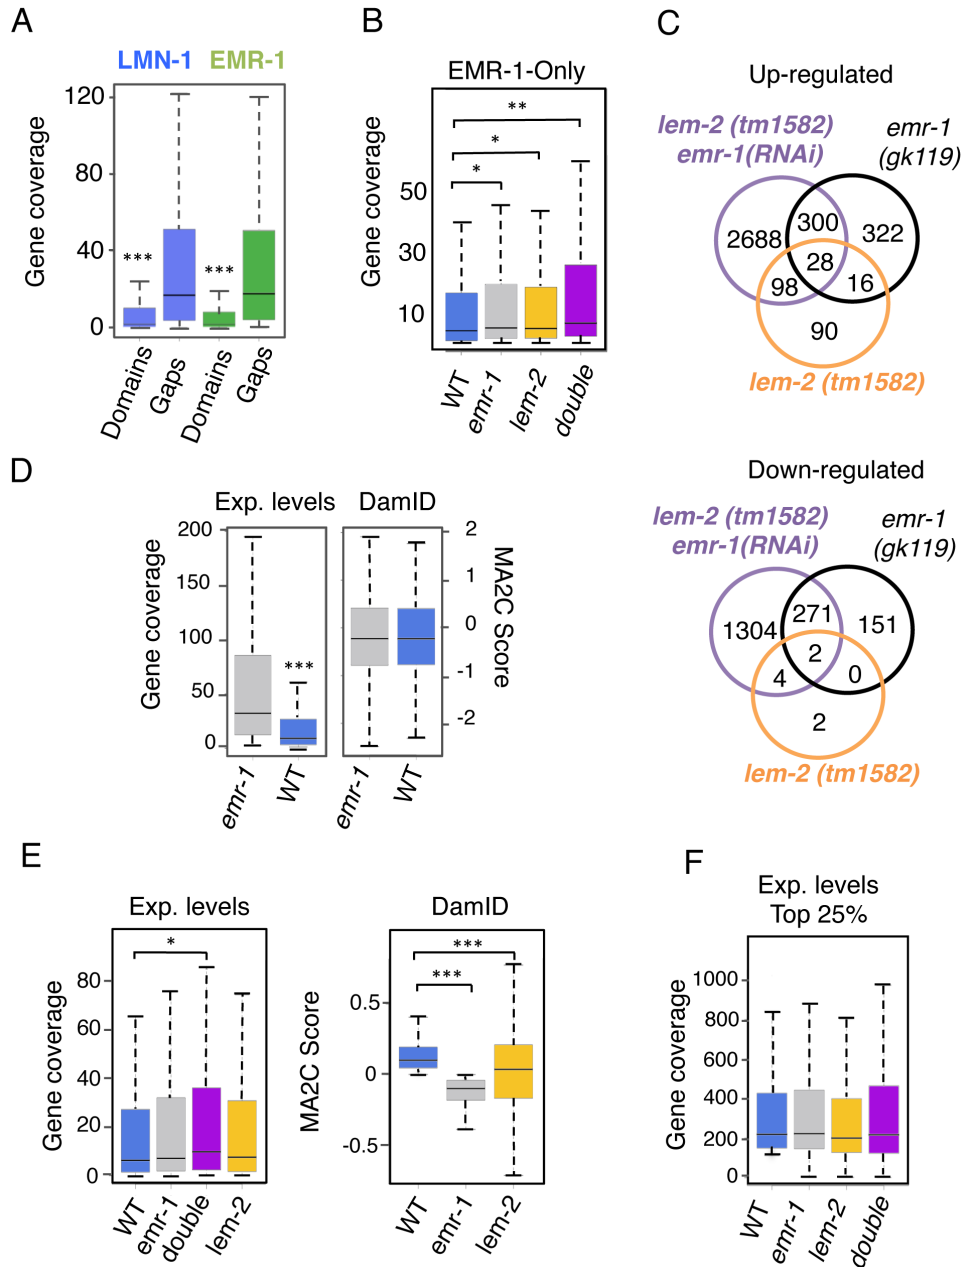

**Figure S8.** Expression analyses of genes associated with LMN-1 and EMR-1. (A) Expression of transcripts included in LADs, EADs and their respective gaps, measured as the median coverage of exons per gene. (B) Comparison of the expression of transcripts associated to ‘EMR-1 only’ elements in wild type (WT), *lem-2(tm1582)*, *emr-1(gk119)* and *emr-1(RNAi) lem-2(tm1582)* (double) animals. Significant increase in gene expression in single and double mutants was observed. (C) Venn diagrams showing the number of transcripts up- or down-regulated in the backgrounds described before. (D) Genes that are up-regulated in *emr-1(gk119)* mutants (left graph) have similar association with LMN-1 in wild type and *emr-1* mutants (right graph). (E) Transcripts included in LADs that lose their association with the NL in *emr-1(gk119)* mutants (right graph) are significantly up-regulated in *emr-1(RNAi) lem-2(tm1582)* (double) animals (left graph). (F) Comparison of the top 25% most expressed genes in wild type, *lem-2(tm1582)*, *emr-1(gk119)* and *lem-2(tm1582) emr-1(RNAi)* backgrounds. There were no significant differences in the expression of these genes between wild type and mutant strains. Boxplots as described in Figure S6. Wilcoxon rank sum test was used for the statistical analysis (\*  $p < 10^{-2}$ , \*\*  $p < 10^{-8}$ , \*\*\*  $p < 10^{-13}$ ).

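Table S5 names 52 genes of 'EMR-1 only' elements, those behind its gene ontology categories and not all transcripts of these elements, and 51 of them were found, of which 47 have a mean coverage of at least 1. In the double libraries their median log2 change was 0.23, with 66.0% higher than in wild type, 6 called higher and 4 called lower by limma. All loci together moved by 0.35, and camera of limma did not separate the 47 from the rest (two-sided, Benjamini-Hochberg adjusted p = 0.660; range over the other settings 0.153 to 0.942). The shift over these settings, which include an excess over random sets and a difference between medians of group means, ran from -0.20 to 0.64. In emr-1(gk119) they moved by -0.04 (camera of limma, Benjamini-Hochberg adjusted p = 0.315) and in lem-2(tm1582) by 0.02 (0.461). emr-1 coverage was not lower in the double libraries.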

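By the d-value cut-offs, 2786 transcripts rose only in the double libraries, 350 only in emr-1(gk119) and 91 only in lem-2(tm1582). The double libraries and emr-1(gk119) shared 336 rises, 29 of them also in lem-2(tm1582), where chance would give 90.1 among transcripts with a mean coverage of at least 1. Falls numbered 1309, 153 and 2 in a single group, in the same order, with 275 shared by the double libraries and emr-1(gk119) and 27.2 to be met by chance. The lists share the 3 wild-type libraries, which raises both overlaps above chance by itself.

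The 6 largest changes of the double libraries were taken by log2 change among loci called by limma whose double libraries both lay beyond all 3 of wild type. The rises were numr-1 (5.27 ± 0.40; limma, two-sided, Benjamini-Hochberg adjusted p = 5.86e-04; coverage 4.56 in wild type and 196.7 in the double libraries), irg-4 (5.24; 0.00116) and 21ur-8828 (4.77; 7.8e-04), whose 21 bp lie inside glf-1 and can take up its reads. numr-1 has a second copy, which went from 1.83 to 4.83. The falls were T21H3.5 (-6.61; limma, Benjamini-Hochberg adjusted p = 7.71e-05), at most 2 in all mutant libraries and 239 in wild type, F35H10.6 (-5.47; 6.17e-04), at most 2 in the lem-2(tm1582) and double libraries and 130 in wild type, and mif-3 (-4.85; 7.7e-04), at 1 and 3 in the double libraries and 83.2 in wild type. emr-1 was not among the falls of the double libraries.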

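The top 25% of transcripts by mean coverage are 12348. Their median log2 change was 0.09 in the double libraries, where the sample medians were 5.64 ± 0.01 (SD) against 5.51 ± 0.03 in wild type (two-sided exact permutation p = 0.2, the smallest possible), and the rank sum test across transcripts (n = 12348) gave p = 1.88e-18. For emr-1(gk119) the change was -0.07 (rank sum across transcripts, n = 12348, two-sided p = 0.0052) and for lem-2(tm1582) 0.02 (3.23e-05). The sample medians were 5.507 ± 0.04 (SD) in emr-1(gk119), against 5.51 in wild type. In lem-2(tm1582) they were 5.549 ± 0.02 (two-sided exact permutation p = 0.4). When the top 25% were chosen by wild-type coverage alone, the change in the double libraries was -0.03 and the rank sum p across transcripts (n = 12348) 0.292. For emr-1(gk119) these values were -0.14 and 2.8e-04, and for lem-2(tm1582) -0.02 and 0.121. emr-1 was not lower in the double libraries.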

How the deposited data were processed for this re-analysis (not part of the article)

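RNA was measured in 9 cultures of whole animals, 3 of wild type (N2), 2 of emr-1(gk119), 2 of lem-2(tm1582) and 2 of lem-2(tm1582) fed emr-1 double-stranded RNA, labelled emr-1(RNAi) lem-2(tm1582) and called the double libraries in the text. The authors describe cultures of 40000 worms grown for 53 h at 20 °C in liquid medium with RNAi bacteria and 1 mM IPTG. Which bacteria each of the 4 groups ate is not spelled out. Poly(A) RNA was read as single ends of 150 bp, with 3 libraries in a lane. Which libraries shared a lane, and so whether lane and genotype are mixed, is not stated. Samples were grouped by the genotype in their label, and the label was kept although emr-1 coverage was not lower in the double libraries and lem-2 coverage was not lower in lem-2(tm1582).

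The authors mapped the reads to WS231 with TopHat, took base coverage with Samtools and Rsamtools, and deposited signal values that are coverage: the median over the bases of each exon, quantile-normalized at the exon level over the 9 libraries, with the median over the exons of a transcript as its value. The values are not counts, so no count model was used. The number of reads per library is not used here, and the precision of a value is therefore judged from the spread between replicates alone. The table has 49395 transcripts in 43901 loci, its maximum of 45905 is the same in every library, and 15786 transcripts are 0 in all of them. Of the transcripts, 48951 (99.1%) were found in the Ensembl annotation of WBcel235, which supplied gene names, biotypes, lengths, exon numbers and coordinates. No coordinate was carried from 1 build to the other. For 3 sequence names that hold transcripts of more than 1 gene, the transcripts were kept apart by gene.

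The d-values of Table S3 were computed again from coverage, with the difference of group means divided by its pooled standard error plus a constant s0. The s0 that fits the list was 0.0278 for both single mutants and 0.0139 for the double libraries, and with it 99.9%, 99.8% and 100% of the listed d-values of emr-1(gk119), lem-2(tm1582) and the double libraries were met within 1%. The cut-offs printed with that list were used, which are 5.76 and -6.36 for the double libraries, 7.26 and -7.61 for emr-1(gk119), and 8.78 and -18.5 for lem-2(tm1582).

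Transcripts were tested with limma 3.58.1 in R 4.3.3, on log2(coverage + 1), with all 9 libraries in 1 fit, a mean-variance trend, and the 24939 transcripts whose mean coverage is at least 1. All tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method within each comparison, and a transcript was called at an adjusted p under 0.05. The comparisons were each mutant group with wild type, the double libraries with lem-2(tm1582), and an interaction term that takes the change from wild type to emr-1(gk119) away from the change from lem-2(tm1582) to the double libraries. The replicate numbers in the labels are the only source for a pairing of libraries, and the fits leave it out. A named gene counts as past the d-value cut-offs when a transcript of it is. With limma, named genes were tested on the mean of the transcripts of a locus, in a fit over 19567 loci with a mean coverage of at least 1. They are the genes of Figures 5E and 6A, emr-1, lem-2 and lmn-1, and the 3 largest rises and 3 largest falls of the double libraries among called loci whose double libraries both lie beyond all wild-type libraries.

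Gene sets were tested on loci with camera of limma, which compares the changes of a set with those of all other loci. It was run with its default correlation between genes, which is fixed and was not estimated here. For lists whose genes vary together more than that, its p-values are too small. The 8 tissue sets come from Table S2, other sets are the genes that Tables S5 and S6 name under gene ontology categories, and 4 families were taken by gene name (flp and nlp, col, msp, vit). The 24 tests of the tissue sets in the 3 mutant groups were adjusted together, the 6 tests of the other sets together within each comparison, and the 14 sets of the interaction term, and of each comparison of the double libraries with a single mutant, together. Sample medians of a set were compared by an exact permutation test, whose smallest two-sided p is 0.2 for 3 libraries against 2 and 0.333 for 2 against 2.

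The alternatives were a pseudocount of 0.1 or 5, no coverage minimum or a minimum of 5, 1 value per locus or per transcript, only the 2 compared groups in the fit, no trend, the replicate number as a block, each library left out in turn, a rank sum test across genes, 10000 random sets matched on mean expression (from the 50 loci on either side in rank), d-values on log2(coverage + 1), other values of s0, cut-offs from the 10 splits of the 5 libraries at a delta of 4, and quantile normalization repeated on transcripts. With the random sets, the shift of a set is its median change minus that of the matched sets. With the rank sum test, it is a difference between medians of group means. Ranges of shifts over the settings include both. Computations outside limma used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. The methods were tested on simulated data with known changes before use. limma called 151 of 200 changed transcripts and 4 unchanged ones. The d-value cut-offs were passed by 187 of 200 changed transcripts but also by 223 unchanged ones. The simulated genes varied independently, so camera was not tested under correlation between genes.

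DamID values, imaging, behaviour, gene ontology terms and the list of 38 chromatin enzymes were not analysed here. Base composition of the transcripts was not used here, so a bias by it was not tested.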

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

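The tests of reads shared between paralogs, of younger emr-1(gk119) cultures, of a mislabelled sample and of reads from the fed RNA, the family tests in the single mutants and the interaction tests of gene sets were chosen only after the result was seen. The gene families, the comparison of the double libraries with wild type and the settings of limma were chosen before the data were examined.

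Gene families that the paper does not discuss moved in every mutant group. Collagen genes (134 loci) rose against wild type by a median log2 change of 2.04 in emr-1(gk119) (camera of limma, two-sided, Benjamini-Hochberg adjusted p = 1.86e-13; 0.0003 at most over the alternatives), 0.72 in lem-2(tm1582) (1.43e-09; at most 0.052) and 1.7 in the double libraries (0.0016; at most 0.00275). The 6 vitellogenin genes changed by -3.43 in emr-1(gk119) (camera of limma, Benjamini-Hochberg adjusted p = 1.27e-09; at most 0.00649), -0.90 in lem-2(tm1582) (1.17e-06; at most 0.198) and -1.40 in the double libraries (2.58e-05; at most 0.186). The 30 major sperm protein genes changed by 0.53 in lem-2(tm1582) (camera of limma, Benjamini-Hochberg adjusted p = 1e-12; at most 0.052) and -0.25 in the double libraries (9.01e-04; at most 0.224), and by 0.03 in emr-1(gk119). In all 8 of the changes with a small p, both mutant libraries lay beyond all 3 of wild type in the family median (two-sided exact permutation p = 0.2, the smallest possible). The camera test assumes a common correlation between genes, and families this small and this alike can exceed it.

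A mere exchange of reads between paralogs does not account for the emr-1(gk119) pattern. The coverage summed over a family moved with its genes, by -3.04 log2 units for vitellogenin and 1.43 for collagen genes. The sums cannot tell how many members changed, because shared reads of 1 abundant member would move both the sum and its paralogs. Younger animals in the emr-1(gk119) cultures remain a candidate explanation. Wild-type replicate 3 had higher vitellogenin coverage than the other wild-type libraries (by 0.29) and lower collagen coverage (-0.72), as animals at another moment of the molting cycle could have. Its major sperm protein median of 9.52 lay between those of the others, 9.61 and 9.22, so that family does not place replicate 3 as older. Across 13104 other loci, the difference of emr-1(gk119) from lem-2(tm1582) ran against that of replicate 3 from the other wild-type libraries with r = -0.17. That is small, but in the direction that younger cultures give if replicate 3 was the older. The same correlation was -0.06 for the double libraries. Major sperm protein genes, which should rise in younger animals, stood at 0.03 in emr-1(gk119) (camera of limma, Benjamini-Hochberg adjusted p = 0.869), which goes against this explanation, while lem-2(tm1582) has the sign of younger animals in all 3 families. Stage was not measured apart from the hours of growth, and lane, day of culture and genotype cannot be separated, so these shifts are not assigned to the loss of emr-1.

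By the interaction term, the change from lem-2(tm1582) to the double libraries, in which emr-1 coverage was not lower, differed from the change from wild type to emr-1(gk119) in 9 of 14 gene sets. The differences were 0.44 for intestine (camera of limma, two-sided, Benjamini-Hochberg adjusted p = 8.94e-07), 0.25 for muscle (0.0162), 0.26 for pan-neuronal genes (0.0282), 0.32 for pan-neuronal genes in EMR-1-associated domains (0.0101), 0.53 for neuropeptide genes (0.0112), -0.29 for the detached genes named in Table S6 (0.0246), -1.36 for collagen genes (1.19e-16), -0.90 for major sperm protein genes (7.86e-15) and 2.88 for vitellogenin genes (9.71e-09). All loci together had a median of 0.10. limma called 58 transcripts in this term, and 4596 had an unadjusted p under 0.05. The largest adjusted p over the alternatives stayed under 0.05 for intestine (2.3e-04), neuropeptide (0.0421), collagen (2.3e-04), major sperm protein (2.3e-04) and vitellogenin genes (2.3e-04), and reached 0.0765 for muscle, 0.095 for pan-neuronal genes, 0.151 for those in EMR-1-associated domains and 0.18 for the Table S6 genes (camera of limma, random-set permutation or rank sum, Benjamini-Hochberg adjusted).

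No single reading covers all these terms. If the 2 proteins stand in for each other, as the paper proposes, the change with emr-1 depletion should be larger in the lem-2(tm1582) background. That holds for intestine (0.57 there and 0.01 in the wild-type background), muscle (0.47 and 0.23), neuropeptide genes (0.82 and 0.27), pan-neuronal genes (0.34 and 0.05), those in EMR-1-associated domains (0.38 and 0.05), the Table S6 genes (-0.30 and -0.07) and major sperm protein genes (-0.79 and 0.03). All loci moved by 0.25 and 0.01, so part of the larger rises is common to all loci. It does not hold for collagen (0.58 and 2.04) or vitellogenin genes (-0.55 and -3.43), whose terms speak against it. Deletion and RNAi may also differ in their effect. Stage may enter as well, since the collagen and vitellogenin terms have the sign that a shift of the emr-1(gk119) cultures alone gives (r = -0.17, as above), and no library of emr-1(RNAi) in the wild-type background was analysed here to part them.

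emr-1 coverage was higher, not lower, in the libraries labelled emr-1(RNAi) lem-2(tm1582), by 0.92 log2 units (limma, two-sided, Benjamini-Hochberg adjusted p = 0.113). Both libraries lay above all 3 of wild type. An exchange of 1 library with another group does not account for it. No other library has emr-1 coverage above 60.5, and T21H3.5 (1 and 2 in the double libraries) sets both apart from wild type. F35H10.6 (1.5 and 2) sets them apart from emr-1(gk119), and mif-3 (1 and 3) from lem-2(tm1582). These loci are read through the labels, so they cannot exclude a swap of both libraries with a whole group. After such a swap with lem-2(tm1582), emr-1 coverage in the double would be 44.5 and 44.4. Libraries of a strain that is not among the 4 groups remain a candidate explanation. Only 1 locus with a coverage of at most 3 in both groups and of at least 10 in all other libraries ties the double libraries to lem-2(tm1582) (F35H10.6), and 1 ties them to emr-1(gk119) (set-33), so this test cannot tell the background. Coverage of lem-2 was 28.9 and 30.5 in the double libraries, near the 29.3 to 39.0 of wild type, and 54.0 and 53.25 in lem-2(tm1582). As median coverage does not show the deletion, this does not settle the background. Reads from the fed double-stranded RNA or its plasmid are another candidate explanation of the emr-1 coverage. The ratio of 1.83 between the 2 replicates cannot tell either, because coverage along the gene was not used here. Whatever the cause, the emr-1 coverage gives no measure of depletion in these libraries.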

How the results depend on the processing

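Quantile normalization repeated on transcripts (for the d-value counts, the limma counts and the named genes), an s0 of 0, the use of all transcripts as the denominator of a percentage, and the mean or upper quartile in place of the median were chosen only after the result was seen. Every other alternative had been listed earlier. Of 70 results that answer a comparison, 27 kept their direction and their side of the threshold, or stayed within 1.5 times the count, under every alternative. They include the shifts of intestine, muscle, germline, ubiquitous, neuropeptide and collagen loci in the double libraries, the first 4 of these lists against either single mutant, and the transcript counts of the double libraries by d-value and by limma.

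Counts by d-value fell in the single mutants when d was computed on log2(coverage + 1), to 750 for emr-1(gk119) (1130 first) and 61 for lem-2(tm1582) (243 first), and with s0 at the median standard error, to 635 and 88. Leaving out 1 wild-type library gave 365 to 460 for lem-2(tm1582), with falls at 43 to 61 (8 first). For emr-1(gk119) (702 higher and 428 lower first) it gave 693 and 516 without replicate 1. Without replicate 2 it gave 763 and 568, and without replicate 3 it gave 780 and 748. As a percentage of all transcripts, the counts with all libraries are 9.74% for the double libraries, 2.29% for emr-1(gk119) and 0.492% for lem-2(tm1582). Counts by limma moved most where few transcripts were called. For emr-1(gk119) (4046 first) they were 2066 without a coverage minimum, 894 with only the 2 groups compared in the fit, and 2388 to 3036 with 1 wild-type library left out. For lem-2(tm1582) (10 first) they were 47 with a pseudocount of 0.1, 6 with a pseudocount of 5, 90 without a minimum, 121 with a minimum of 5, 26 with only 2 groups, 6 without the trend and 1 to 12 with a wild-type library left out. The double libraries against lem-2(tm1582) (4345 first) gave 2231 without a minimum and 2697 with only 2 groups. The interaction (58 first) gave 121 with a pseudocount of 5, 416 without a minimum, 293 with a minimum of 5, 189 with normalization repeated on transcripts and 9 to 61 with a wild-type library left out. A mutant group left with 1 library gets no call, so only wild-type libraries were left out for counts.

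The all-transcript comparison has a median difference of 0 in each mutant group, and other summaries give a difference. Among transcripts with a mean coverage of at least 1, the sample medians rose by 1.63 in emr-1(gk119), 1.38 in lem-2(tm1582) and 3.82 in the double libraries. The upper quartile rose by 1.63, 1.38 and 4.19, the mean by 0.484, 1.46 and 3.42, and with 1 value per locus the double libraries rose by 1. With quantile normalization repeated on transcripts the differences were -0.074, -0.074 and -0.41, but that step gives every library the same distribution, so no general rise can appear after it and these remainders are no reversal. The exact permutation p (two-sided) of these was 0.2 at the least, which is the smallest possible. The top 25% of transcripts changed by -0.035 in the double libraries (0.09 first) when they were chosen by wild-type coverage.

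For the double libraries against wild type, normalization repeated on transcripts turned serpentine loci to -0.082, neuronal loci to -0.094 and the Table S5 genes to -0.18, and took pan-neuronal loci in EMR-1-associated domains to 0.051 (camera of limma, two-sided, Benjamini-Hochberg adjusted p = 0.637). Against random sets matched on expression the shifts were -0.0065 for serpentine, -0.057 for neuronal and -0.20 for Table S5 genes. There the pan-neuronal loci in EMR-1-associated domains kept 0.11, the Table S6 genes -0.43 and major sperm protein genes -0.29 (permutation over random sets, Benjamini-Hochberg adjusted p = 0.262, 0.153 and 0.153). With the rank sum test across genes, the Table S6 genes were at -0.63, major sperm protein genes at -0.34 and vitellogenin genes at -1.34 (Benjamini-Hochberg adjusted p = 0.429, 0.224 and 0.186), while serpentine loci were at 0.12 and pan-neuronal loci at 0.64 (adjusted p = 1.79e-05 and 6.81e-04). Without a coverage minimum, neuronal loci at 0.39 and pan-neuronal loci at 0.48 passed the threshold (camera of limma, Benjamini-Hochberg adjusted p = 0.0361 and 8.16e-05). The Table S5 genes ran from 0.14 to 0.35 with 1 library left out.

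In emr-1(gk119), shifts that were near 0 changed sign. Intestine loci went to 0 without a minimum, -0.098 with normalization repeated on transcripts, -0.0048 against random sets and -0.027 to 0.11 with 1 library left out. Pan-neuronal loci went to -0.0099 with a minimum of 5, -0.059 with repeated normalization, and 0 to 0.079 with 1 library left out. Those in EMR-1-associated domains went to -0.022, -0.066 and 0 to 0.11 in the same order, and to -0.029 against random sets. Neuronal loci went to -0.11 and major sperm protein genes to -0.017 with repeated normalization, the latter also to -0.015 against random sets and to -0.078 to 0.11 with 1 library left out. Serpentine loci went to 0 without a minimum and ran from -0.11 to 0 with 1 library left out. Muscle loci kept 0.10 under repeated normalization (camera of limma, Benjamini-Hochberg adjusted p = 0.1).

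In lem-2(tm1582), intestine loci went to -0.063 under repeated normalization and -0.024 against random sets, and pan-neuronal loci to -0.024 under repeated normalization. Serpentine loci went to 0 with a pseudocount of 0.1, without a minimum, over transcripts and with any 1 library left out, to -0.045 under repeated normalization and to -0.0053 against random sets. Without a minimum, neuronal loci at 0.20 and pan-neuronal loci in EMR-1-associated domains at 0.16 passed the threshold (camera of limma, Benjamini-Hochberg adjusted p = 0.00975 each). The neuronal loci were at -0.0075 by group means and ran from 0.14 to 0.29 with 1 library left out. The rank sum test across genes gave ubiquitous loci -0.087, collagen genes 1.39, major sperm protein genes 0.48 and vitellogenin genes -0.77 (Benjamini-Hochberg adjusted p = 0.161, 0.052, 0.052 and 0.198).

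Against the single mutants, pan-neuronal loci in EMR-1-associated domains rose in the double libraries by 0.033 under repeated normalization and 0.056 against random sets for lem-2(tm1582), and by 0.10 against random sets for emr-1(gk119) (camera of limma and permutation over random sets, Benjamini-Hochberg adjusted p = 0.354, 0.385 and 0.143). The last comparison ran from 0.35 to 0.48 with 1 library left out. In the interaction, muscle was at 0.20 and pan-neuronal loci at 0.21 over transcripts (camera of limma, Benjamini-Hochberg adjusted p = 0.0765 and 0.0842), pan-neuronal loci at 0.092 under repeated normalization (0.0951), the Table S6 genes at -0.28 with a minimum of 5 (0.082) and -0.27 against random sets (0.18), and pan-neuronal loci in EMR-1-associated domains at 0.13 against random sets (0.151).

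The replicate numbers in the labels were also used as a replicate block. Differences between replicates of the same numbers correlated with r from -0.059 to 0.033 between groups, so the numbers carry no visible pairing. With the replicate block limma called 1719 transcripts in emr-1(gk119) (4046 without), 1 in lem-2(tm1582) (10 without), 7851 in the double libraries (9870 without) and 14 in the interaction (58 without). Pan-neuronal loci in the interaction were at 0.23 (0.26 without; camera of limma, Benjamini-Hochberg adjusted p = 0.05 with the block), serpentine loci in lem-2(tm1582) at 0, and sir-2.2 in emr-1(gk119) at 0.11 (-0.10 without).

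For 70 results on named genes, which do not cover every gene in every group, 641 of the alternatives kept the result. Of the rest, 41 weakened it, 11 strengthened it and 7 reversed it. The reversals were of genes without a call. With 1 library left out, cbp-1 ran from -0.59 to 0.20, set-4 from -0.44 to 0.32 and sir-2.2 from -0.26 to 0.11 in emr-1(gk119), and lmn-1 from -0.16 to 0.019 in lem-2(tm1582). Genes outside these results also changed sign that way, such as snt-1 in emr-1(gk119) (-0.30 to 0.38) and unc-13 in lem-2(tm1582) (-0.10 to 0.15).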

Differences from the paper's values

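Taking all transcripts as the denominator and the tests that set the table against directions drawn in a figure were chosen only after the result was seen.

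The paper gives 9.7% of protein-coding genes altered in the doubly depleted animals, 2.2% in emr-1(gk119) and 0.48% in lem-2(tm1582). With the cut-offs of Table S3 the protein-coding transcripts past them are 17.7%, 4.07% and 0.873%. As shares of all transcripts the same counts are 9.74%, 2.29% and 0.492%, so the paper's percentages fit the total of the table, in which many transcripts are not protein-coding (50.3% are). For the double libraries the difference also shrinks with s0 at the median standard error (12.5%), and for emr-1(gk119) with that s0 (2.26%) or with d-values on log2(coverage + 1) (2.62%). It stays with each wild-type library left out (15.9% to 19.8% for the double libraries). For lem-2(tm1582) no alternative other than the denominator removes it. The counts of transcripts read from the Venn diagram of Figure S8C do not differ.

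The Results of the paper give 14 neuronal genes where 46 were used here. The paper's 14 are those with a positive MA2C score (Figure 3F), a part of the 46 in Table S2 and the legend of Figure S6, so the 2 numbers count different sets. MA2C scores were not used here, and for every tissue the full list was tested. No alternative changes that number. The germline list as used holds 1997 names where the legend of Figure S6 states 2650, and the other full lists match that legend.

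The paper reports a general increase of RNA levels in both singly and doubly depleted animals. The median log2 change over transcripts with a mean coverage of at least 1 was 0 in emr-1(gk119) and 0.05 in lem-2(tm1582), and the rank sum test across all 49395 transcripts gave p = 0.18 and 0.0985 (n = 49395), with p = 1.01e-45 for the double libraries. The upper quartile rose in all 3 groups.

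The paper reports serpentine and pan-neuronal genes as higher in the doubly depleted animals. Both had positive medians here (0.29 and 0.49), but camera of limma, which compares them with all other loci, did not place them past the threshold (two-sided, Benjamini-Hochberg adjusted p = 0.920 and 0.0722). The rank sum test across genes did (Benjamini-Hochberg adjusted p = 1.79e-05 and 6.81e-04), so the choice of test may account for the difference. The paper's test asks whether the genes changed, and camera asks whether they changed more than the rest.

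The paper reports higher expression in the doubly depleted animals for transcripts that lose their contact with the lamina in emr-1(gk119), and in all mutant groups for those of 'EMR-1 only' elements. Neither whole set was analysed here. Of the genes named under gene ontology categories, the 23 of Table S6 had a median of -0.23 in the double libraries and the 47 of Table S5 one of 0.23, which covers a selected part and is no test of the paper's result. The paper reports no differences for the top 25% of transcripts. The rank sum test across them gave p = 1.88e-18 (n = 12348) in the double libraries with a median of 0.09, and 0.292 when they were chosen by wild-type coverage, so the choice of transcripts may account for the double libraries (median -0.035). It may also account for lem-2(tm1582), where the rank sum p went from 3.23e-05 (median 0.02) to 0.121 (median -0.02). The choice does not account for emr-1(gk119), whose change went from -0.07 (rank sum across transcripts, n = 12348, p = 0.0052) to -0.14 (p = 2.8e-04). The sample medians of the first choice hardly differed, at 5.507 ± 0.04 (SD) in emr-1(gk119) and 5.51 ± 0.03 in wild type. With the choice by wild-type coverage their two-sided exact permutation p was 0.4. The emr-1(gk119) difference therefore rests on transcripts counted as replicates.

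In Figure 5E set-18 is drawn as lower and cbp-1 as higher in the doubly depleted animals. Coverage of set-18 was higher by 1.81 log2 units (limma, two-sided, Benjamini-Hochberg adjusted p = 0.016) and that of cbp-1 changed by -0.59 (0.117). With 1 library left out, set-18 ran from 1.35 to 2.09 and cbp-1 from -0.88 to -0.29. The figure names 22 genes and the text 18, and 18 of the 22 passed the d-value cut-offs in a transcript. The folds of Figure 6A do not differ, though lev-10 was not called by limma (Benjamini-Hochberg adjusted p = 0.0577).

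The paper rests the depletion on the dead embryos of the same cultures and does not give the emr-1 RNA level. emr-1 coverage was not lower in the libraries labelled emr-1(RNAi) lem-2(tm1582), at 134.8 and 73.5 against 44.6 to 60.5 in wild type.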

Other observations

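The test of a strain variant, the search for loci near 0 in some groups only, and the overlap of limma calls between groups were chosen only after the result was seen.

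In the double libraries germline and ubiquitous loci fell while intestine, muscle and neuronal loci rose, which a smaller share of germ cells in the cultures could give without any change inside a cell. The 1725 loci of the germline list that are in neither the intestine nor the muscle list had a median log2 change of -0.47 and the 240 shared loci one of 0.08, a difference of -0.55 (two-sided permutation p = 2e-05 across loci, the smallest that 100000 permutations can give). A smaller germ-cell share would give this. The shared loci belong to lists that rose, however, so the difference largely restates those shifts and would follow from regulation inside somatic cells as well, and it cannot tell the 2 apart. Younger animals would also shift tissues, and there vitellogenin genes should fall and collagen and major sperm protein genes rise. The first 2 held in the double libraries. The last changed by -0.25, which goes against younger animals, so the families disagree and this test cannot tell.

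Transcript length does not account for the muscle shift. Log2 change in the double libraries fell with length (rho = -0.24 over 19314 loci), yet muscle loci exceeded random loci matched on length and expression, whose median was 0.29, by 0.43 log2 units (two-sided permutation p = 0.0001 over 10000 random sets, the smallest possible). Low depth on weakly covered loci does not account for it either, since against sets matched on expression alone the excess was 0.34. The same matching kept 4 tissue sets past the threshold (intestine, muscle, germline and ubiquitous).

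How far the d-value counts exceed what any grouping gives was tried on the 10 splits of each group of 5 libraries. The true grouping gave the most transcripts for each mutant group, so 1 of 10 splits reached its own count in the double libraries, 1 of 10 in emr-1(gk119) and 1 of 10 in lem-2(tm1582). The largest count of another split was 432, 127 and 61. With 10 splits a rank of 1 cannot tell more than a p of 0.1 would, and the same holds among the 4 splits that part both pairs of the same replicate number.

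Replicates that coincide by rounding may enter a d-value list through a very small standard error rather than a large change. Among transcripts past the cut-offs, 7.9% in the double libraries were not called by limma in the same direction, 15.5% in emr-1(gk119) and 97.1% in lem-2(tm1582). For the double libraries this explanation is set aside and for emr-1(gk119) the test cannot tell. It cannot tell for lem-2(tm1582) either, because limma called only 10 transcripts there, so nearly all of the 243 past the cut-offs had to be without a call. Their median coverage of 34.3 goes against rounding at low coverage. Of the transcripts past the cut-offs, 30.4%, 40.0% and 56.0% changed less than 2-fold in the same order. When limma was fitted to the 5 libraries of lem-2(tm1582) and wild type, the true grouping gave 26 calls and a split that pairs wild-type replicate 2 with lem-2(tm1582) replicate 2 gave 25. Every other split gave 0. Transcripts with an unadjusted p under 0.05 numbered 4183 in the true grouping and 988 in that split.

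Of the 4046 transcripts called by limma in emr-1(gk119), 3195 (79%) were called in the same direction in the double libraries, 21.1% being the share met by chance, and 69 in the opposite one. As wild type is the reference of both comparisons, part of the overlap comes from the shared wild-type libraries.

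Of the 3 largest falls in the double libraries, 2 are in line with differences between strains. T21H3.5 was at most 2 in all mutant libraries and F35H10.6 in the lem-2(tm1582) and double libraries, so both were near 0 without RNAi as well, as a strain variant against the reference would give. mif-3 was near 0 in the double libraries alone and at 53.7 and 121.1 in lem-2(tm1582), which has the same strain label. This argues against a strain variant for mif-3 only if that label holds. The background of the double libraries could not be told above, so a variant is not excluded. Loci with a coverage of at least 10 in both emr-1(gk119) libraries and of at most 3 in all others numbered 15, and no locus did so for lem-2(tm1582).

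Neuropeptide genes also rose in both single mutants, by 0.27 in emr-1(gk119) (camera of limma, two-sided, Benjamini-Hochberg adjusted p = 0.0186) and 0.27 in lem-2(tm1582) (4.1e-04), below the rise in the double libraries. lmn-1 was lower in the double libraries, with a coverage of 84.0 ± 3.36 (SD) against 138 ± 17.3 in wild type and a log2 change of -0.70 ± 0.15 (limma, Benjamini-Hochberg adjusted p = 0.0109; -0.79 to -0.61 with each library left out).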
